# Atypical Neurogenesis, Astrogliosis, and Excessive Hilar Interneuron Loss Are Associated with the Development of Post-Traumatic Epilepsy

**DOI:** 10.3390/cells12091248

**Published:** 2023-04-25

**Authors:** Erwin Kristobal Gudenschwager-Basso, Oleksii Shandra, Troy Volanth, Dipan C. Patel, Colin Kelly, Jack L. Browning, Xiaoran Wei, Elizabeth A. Harris, Dzenis Mahmutovic, Alexandra M. Kaloss, Fernanda Guilhaume Correa, Jeremy Decker, Biswajit Maharathi, Stefanie Robel, Harald Sontheimer, Pamela J. VandeVord, Michelle L. Olsen, Michelle H. Theus

**Keywords:** traumatic brain injury, hippocampus, granular neurons, neuroblasts, seizures, epilepsy, PTE

## Abstract

Background: Traumatic brain injury (TBI) remains a significant risk factor for post-traumatic epilepsy (PTE). The pathophysiological mechanisms underlying the injury-induced epileptogenesis are under investigation. The dentate gyrus—a structure that is highly susceptible to injury—has been implicated in the evolution of seizure development. Methods: Utilizing the murine unilateral focal control cortical impact (CCI) injury, we evaluated seizure onset using 24/7 EEG video analysis at 2–4 months post-injury. Cellular changes in the dentate gyrus and hilus of the hippocampus were quantified by unbiased stereology and Imaris image analysis to evaluate Prox1-positive cell migration, astrocyte branching, and morphology, as well as neuronal loss at four months post-injury. Isolation of region-specific astrocytes and RNA-Seq were performed to determine differential gene expression in animals that developed post-traumatic epilepsy (PTE^+^) vs. those animals that did not (PTE^−^), which may be associated with epileptogenesis. Results: CCI injury resulted in 37% PTE incidence, which increased with injury severity and hippocampal damage. Histological assessments uncovered a significant loss of hilar interneurons that coincided with aberrant migration of Prox1-positive granule cells and reduced astroglial branching in PTE^+^ compared to PTE^−^ mice. We uniquely identified *Cst3* as a PTE^+^-specific gene signature in astrocytes across all brain regions, which showed increased astroglial expression in the PTE^+^ hilus. Conclusions: These findings suggest that epileptogenesis may emerge following TBI due to distinct aberrant cellular remodeling events and key molecular changes in the dentate gyrus of the hippocampus.

## 1. Introduction

Acquired brain injury caused by sudden trauma to the brain disrupts normal function [1,2]. Traumatic brain injury (TBI) remains a significant and growing source of mortality and permanent disability among roughly 2.87 million people yearly in the USA, resulting in profound health and economic burdens [3]. TBI substantially increases the risk of developing comorbidities such as epilepsy, depression, post-traumatic stress disorder, and dementia [4]. Post-traumatic epilepsy (PTE) is a type of acquired epilepsy that represents one of the most common TBI sequelae, affecting up to 50% of individuals after severe TBI and representing up to one-fifth of all acquired epilepsies [5,6,7]. PTE manifests clinically as spontaneous, unprovoked, recurrent seizures, with devastating consequences for patient care, recovery, and overall health [7,8,9].

TBI produces direct and secondary damage to the brain that includes neuronal loss, cerebral blood flow disruption, neuroinflammation, reactive oxidative damage, and blood–brain barrier disruption [10,11,12,13]. These pathophysiological changes may contribute to circuit imbalances that favor excitatory over inhibitory synaptic function [14,15], the formation of spontaneous epileptic foci, and PTE [15,16]. However, the details about the epileptiform process are not well understood from its origin and progression. PTE remains a leading cause of death years after TBI [17,18]. Most patients with PTE have focal with secondarily generalized seizures [19,20,21], but other seizure types are related to hippocampal sclerosis and primary generalized seizures [22,23]. A variety of antiepileptic drugs (AEDs)—including phenytoin [24], levetiracetam [25], lamotrigine, gabapentin, and valproic acid—have been developed to reduce the onset of post-injury seizures, with relative success [26]. While AEDs can be effective in controlling acute or symptomatic seizures (<1 week post-TBI), they do not prevent post-traumatic epileptogenesis, and ~30% of individuals with PTE will develop drug resistance [27,28]. Importantly, these therapies do not target the epileptogenesis process; thus, they do not prevent the late development or progression of PTE [29], and a higher percentage will show AED-related adverse effects that compromise the patient’s quality of life, making AED treatment options ineffective [16,30,31].

Despite rigorous clinical and preclinical research in TBI and PTE, there are no current therapies to prevent the development of PTE, and there is a strong need for better biomarkers and clinical tools that can reliably predict which individuals will develop PTE. Finally, only 7–8% of patients are potential candidates for surgical resection of the epileptogenic foci [32], but surgical complications and difficulties identifying the seizure foci compromise the surgery’s outcomes [16]. The lack of effective treatment highlights the need for robust and reproducible animal models of PTE with spontaneous seizures that are not induced by chemoconvulsants, so as to understand the cellular and molecular changes underlying the development of seizures after TBI [33].

In the present study, we establish that murine focal controlled cortical impact (CCI) injury—an established model of PTE [34,35,36,37,38]—results in PTE onset whose incidence is correlated with the severity of injury. Importantly, we observed significant cellular changes in the hippocampus—namely, aberrant Prox1-positive neuroblast migration, excessive hilar interneuron loss, and altered astrogliosis with divergent transcriptomic signatures that are region-specific. These findings add to the body of work describing hippocampal alterations associated with the development of PTE.

## 2. Materials and Methods

### 2.1. Animals

CD1 male mice at P60–90 from Charles River were housed in an AAALAC-accredited facility with a 12 h light/dark cycle, with food and water ad libitum. For EEG/video recording, the animals were housed individually in 12.5″ × 12.5″ × 15.5″ polycarbonate cages (AAA Plastic Products, Birmingham, AL, USA) with corncob bedding and nesting material. All experiments were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals, and with the approval of the Virginia Tech Institutional Animal Care and Use Committee (IACUC; #17-138).

### 2.2. Controlled Cortical Impact (CCI)

The mice were injured as previously described [39,40,41,42,43]. Briefly, ketamine (100 mg/kg), xylazine (10 mg/kg), and buprenorphine SR (0.5 mg/kg) were administered subcutaneously for anesthesia and analgesia before surgery. Hair on the scalp was removed. The mice were then positioned in a stereotaxic frame at 37 °C using a homeothermic blanket system (Harvard apparatus, Lewes, DE, USA). A Φ = 4 mm craniectomy was drilled over the right parietal bone (−2.5 mm A/P and 2.0 mm lateral from bregma), and injury was induced at the center of the craniectomy using a Φ = 3 mm flat tip connected to an eCCI-6.3 device (Custom Design & Fabrication, LLC, Petersburg, VA, USA) at a velocity of 5.0 m/s, with a 250 ms impact duration and a depth of 2.0 mm (*n* = 20) or 2.5 mm (*n* = 23, 15 of which were used for astrocyte isolation). Two severely injured mice (2.5 mm depth) died unexpectedly during the course of the study and were therefore excluded. Kwik-Sil (WPI, Sarasota, FL, USA) was applied to cover the craniectomy, and the incision was closed with 4.0 PDO sutures (AD surgical, Sunnyvale, CA, USA). 

### 2.3. EEG Implantation

Electrode placement was performed 60 days after CCI injury, as previously described [44]. Using a stereotaxic micromotor drill (Stoelting) equipped with a 0.7 mm carbon steel burr drillbit (FST), two holes were drilled through the skull for reference electrodes at coordinates (1.00 ML, 1.00 AP) and (−1.00 ML, −1.00 AP), along with a ground electrode (−1.00 ML, −5.00 AP). Two more holes were drilled partially through the skull, and screws were inserted as anchors. A 0.125 mm diameter platinum–iridium electrode coated in Teflon (Plastics One, Roanoke, VA, USA) was implanted intracranially within 0.5 mm from the surface of the dura. Dental cement (Stoelting, Wooddale, IL, USA) was applied to secure the electrode. Animals were excluded from the experiment if they had profuse hemorrhage during EEG implementation or if they had lost more than 20% of their body weight throughout the study. Sham animals were subjected to craniectomy surgery and electrode implantation. Electrodes were connected to a commutator (Plastics One) using EEG cables (Plastics One), and then to an amplifier (EEG100C, BioPac) with a gain of 5000, a 100 Hz low-pass filter, a 0.5 Hz high-pass filter, and a 500 Hz sampling rate, and they were recorded continuously for two months using BioPac’s AcqKnowledge software, version 4.0.

### 2.4. EEG and Video Analysis

EEG data were analyzed using a MATLAB [45] automated algorithm and manually using BioPac’s AcqKnowledge software (Goleta, CA, USA). We used five criteria to identify seizures. The event duration had to be over 5 s and consist of spikes (20–70 ms), sharp waves (70–200 ms), poly spikes, or slow-wave complexes. We further looked for waveform asymmetry across the x-axis, the evolution of the amplitude and frequency of the spikes over the time course of the event, and postictal suppression of the waveform. When an electrographic seizure was observed, the corresponding video was referenced to determine whether there were any behavioral correlates, and scratching, grooming, or feeding behaviors were observed as sources of artifacts. Mice were considered to be PTE^+^ if they had 2 or more epileptic episodes during the study. Those that did not develop post-traumatic epilepsy were noted as PTE^−^.

### 2.5. Brain Tissue Preparation, Serial Sectioning, and Staining

Tissue handling was performed as previously described [46,47]. Briefly, the mice were euthanatized with isoflurane, followed by transcardial perfusion with 1X PBS, and then 4% paraformaldehyde. Brains were placed in 4% PFA at 4 °C overnight, followed by cryopreservation, embedding in an optimal cutting temperature compound (OCT; Fisher Scientific, Waltham, MA, USA), and storage at −80 °C. Five serial coronal sections of 30 μm, spaced 450 μm apart, were mounted on pre-coated, charged slides using CryoStar Cryostat NX70 (Thermo Fisher Scientific, Highpoint, NS, USA).

### 2.6. Brain Tissue Preparation for Astrocyte Isolation and RNA Extraction

Isolation of cortical and hippocampal astrocytes was performed as described previously [48,49,50]. Briefly, the ipsilateral and contralateral cortices and hippocampi from 15 CCI-injured mice (2.5 mm depth) and 5 shams were microdissected and separated in ice-cold ACSF (120 mM NaCl, 3.0 mM KCl, 2 mM MgCl, 0.2 mM CaCl, 26.2 mM NaHCO_3_, 11.1 mM glucose, 5.0 mM HEPES, 3 mM AP5, 3 mM CNQX) bubbled with 95% oxygen. The tissue was minced, dissociated for 15–30 min using the Worthington Papain Dissociation Kit, and subsequently triturated and filtered through a 70 µM filter until a single-cell suspension was then used to isolate astrocytes utilizing Miltenyi Biotec’s ACSA-2+ MicroBead kit, and then placed on RNAlater (Thermo Fisher Scientific).

### 2.7. RNA Extraction and Sequencing Analysis

RNA isolation was performed on isolated brain-derived astrocytes [48,49]. RNA sequencing was performed by MedGenome. Libraries were prepared using the Takara SMART-Seq V4 ultralow-input RNA kit. Sequencing was performed on a NovaSeq (Illumina, San Diego CA, USA) instrument. Paired-end reads of 2 × 100 bp sequencing runs were performed, with an average of 55 million reads per sample. Bases with quality scores less than 30 and adapters were trimmed from the raw sequencing reads using Trim Galore (v0.6.4). After trimming, only reads with lengths greater than 30 bp were mapped to mm10 by RSEM (v1.2.28) with bowtie2 (v2.4.1), with an average mapping efficiency of 81.5%. The raw counts were used to identify differentially expressed genes by DESeq2 (v1.36.0). Only genes with an average TPM greater than 5 in at least one group, a *p*-value less than 0.05, and at least 1.2-fold change were considered to be differentially expressed genes. All of the differentially expressed genes were used for GO enrichment with the R package clusterProfiler (v4.4.4) and org.Mm.eg.db (v3.15.0). The top 10 most significant biological process (BP) terms were used to generate GO circle plots with the R package GOplot (v1.0.2). GEO accession: #GSE223740.

### 2.8. Immunohistochemistry, Stereo Investigator Analysis, and Lesion Volume

Coronal serial sections were fixed with 10% buffered formalin, washed 3 times in 1 × PBS, and blocked in 2% cold-water fish gelatin (Sigma Aldrich, Inc., St. Louis, MO, USA) with 0.2% triton, before being incubated overnight in block buffer at 4 °C with the following primary antibodies: goat IgG anti-doublecortin (DCX) at 1/200 dilution (Santa Cruz, Santa Cruz, CA, USA; sc-8066) and rabbit IgG anti-Prox-1 at 1/200 dilution (ECM Biosciences, Versailles, KY, USA, #CM4961), with anti-NeuN (Cell signaling technology, Chantilly, VA, USA; #12943S), anti-cFos (Cell signaling technology, #2250), anti-Nestin (Santa Cruz, # sc-33677), or Anti-Cst3 (R&D, # AF1238-SP). After incubation, the slides were washed with PBS 3 times, incubated with secondary antibodies, and mounted in media with DAPI (SouthernBiotech, Birmingham, AL, USA). Images were acquired using a Nikon ECLIPSE Ti2 (Nikon, Melville, NY, USA) inverted confocal microscope with a motorized stage and a Nikon C2 laser system. Five coronal sections were analyzed by a blinded investigator using the Optical Fractionator probe from MBF’s Stereo Investigator software version 2017.03 (MicroBrightField, Williston, VT, USA) and an upright Olympus BX51TRF motorized microscope (Olympus America, Center Valley, PA, USA), as previously described [39,40,42,43]. Contours for the DG and hilus were created, and the optical fractionator’s grid size was set to 150 × 150 mm with a 75 × 75 mm counting frame. The estimated number of cells was then divided by the contoured volume in planimetry and represented as the estimated number of cells per mm^3^. Lesion volume was assessed on five serial coronal sections stained with cresyl violet acetate (Electron Microscopy Sciences, Hatfield, PA, USA) by a blinded investigator using the Cavalieri Estimator from Stereo Investigator (MicroBrightField, Williston, VT, USA) on an upright Olympus BX51TRF motorized microscope (Olympus America, Center Valley, PA, USA), as previously described [41,51,52].

### 2.9. Astrocyte Morphology Analysis

Software-based analysis was used to estimate the coverage, morphology, and branching of the astrocytes in the hilus. Five serial sections were stained for glial fibrillary acidic protein (GFAP), as previously described [43]. Then, 20X z-stack images were used to determine the astrocyte hilar coverage using volumetric analysis, whereas 40X z-stack images were used for morphology and branching analysis. Next, 3D surface reconstructions of GFAP^+^ astrocytes within the hilus were created using Imaris software version 9.6 (Oxford Instruments, Concord, MA, USA) based on absolute threshold intensity, with a smoothing detail of 0.250 µm for morphology analysis, or no smoothing detail for volumetric analysis. For morphology analysis, GFAP-positive astrocytes were separated by using seed points that were approximately equal in size to a typical cell astrocyte soma, calculated in the slicer mode of Imaris. Any surfaces with a voxel size of 10 were excluded from the dataset. Cells that extended outside the region of interest were excluded from the analysis. Morphological comparison of astrocytes in the hilus of PTE^+^, PTE^−^, and sham mice was performed using sphericity, prolation, and oblation. These parameters describe the ellipticity or apparent shape of a spheroid relative to the shape of an astrocyte. Sphericity is computed by the ratio of the surface area of the sphere, which has an equivalent volume to the object over the surface area of the object; this ranges from 0 to 1, where 1 indicates that the object is a perfect sphere [53]. Sphericity can be used to estimate the morphological complexity of the astrocytes. The oblate value refers to how flattened the astrocyte appears, while the prolate value refers to how stretched an astrocyte appears [54].

### 2.10. Sholl Analysis of Astrocytes in Imaris

Following the surface morphology analysis, astrocytes were selected at random to be skeletonized using Imaris’ filament tracer. Filaments were created using the auto path algorithm. Using surface reconstruction as a guide, a region of interest was created around the selected astrocyte. The starting point of the astrocyte was selected by isolating one point at the center of the astrocyte, which could be determined using DAPI, and subsequent seed points were selected by the Imaris quality index with a threshold of +/− 100. Dendrite diameter was selected by Imaris local contrast +/− 0.5 and the nearest point from the distance map algorithm. Following filament creation, 3D Sholl data were extracted from Imaris with a 1 µm increasing shell size. 

### 2.11. Statistical Analysis

Student’s two-tailed *t*-test was used for comparison of the two experimental groups. For three or more groups, multiple comparisons were performed using one-way and two-way ANOVA, with a post hoc test for multiple pairwise examinations. For Sholl analysis, significance was tested using a mixed-effects model with Dunnett’s post hoc analysis for multiple comparisons. Datasets were graphed using GraphPad Prism, version 9 (GraphPad Software, Inc., San Diego, CA, USA). Mean values were reported together with the standard error of the mean (SEM). 

## 3. Results

### 3.1. Murine CCI-Induced PTE Is Associated with Injury Severity and Hippocampal Damage

We utilized the controlled cortical impact (CCI) injury model of TBI to monitor and quantify the incidence of PTE in adult male CD1 mice after moderate or severe injury (2 mm or 2.5 mm impact depth, respectively). Two months after the injury, subdural electrodes were implanted. EEG and video recording were performed continuously from 2 to 4 months after injury (Figure 1A), utilizing a bipolar montage with two recording electrodes and one ground electrode (Figure 1B). Electrographic seizures were defined as high-amplitude rhythmic discharges with an amplitude and frequency evolution and a minimum duration of 5 s; epileptiform (interictal) spiking was sometimes present before the onset of the seizure to finalize with postictal depression. Generalized seizures were observed, showing typical interictal spikes, seizure activity, and post-seizure depression (Figure 1C). Using an automated MATLAB algorithm [45], each EEG event was manually confirmed together with a video review. We observed that 37% of all mice tested developed post-traumatic epilepsy (PTE^+^), with a higher incidence seen in mice whose histopathology showed evidence of hippocampal damage or displacement and was categorized as severe (Figure 1D). Animals that did not develop post-traumatic epilepsy were designated as PTE^−^. No seizures were demonstrated in sham-injured mice. Typical epileptic behavior included rapid tremors and muscular spasms from anterior to posterior, lateral recumbency, and rapid tail movements; other mild behaviors were also noted, such as uncoordinated movements or a sudden stop of locomotion, grooming, or eating that was correlated with the duration of EEG activity.

Using a 3 mm flat-tip impactor at 2.5 mm depth, we found that, compared to sham mice (Figure 2A,F, Supplementary Figure S1), severely injured mice showed extensive cortical and hippocampal loss with limited posterior intact hippocampal tissue remaining (A/P −2.85) (Figure 2B,F). We also categorized the 2 mm flat-tip impact depth as resulting in two histological subtypes: a moderate/severe phenotype with cortical and partial hippocampal loss (A/P −1.95) (Figure 2C), and a moderate phenotype with cortical tissue loss and intact hippocampi (Figure 2D and Supplementary Figure S1). The quantified lesion volume shows the 2 mm depth moderate injury (5.4 mm^2^ +/− 0.52), with limited PTE incidence compared to moderate/severe (6.8 mm^2^ +/− 0.64) or the 2.5 mm depth severe injury (10.8 mm^2^ +/− 0.52) (Figure 2E). We noted that increased injury severity that included hippocampal damage showed a positive correlation with PTE incidence, i.e., moderate/severe or severe injury (Figure 2E). Only 5% of CCI-injured mice developed PTE whose pathology was consistent with moderate injury, compared to 15% that displayed moderate/severe injury and 17% with severe injury (Figure 1D). Thus, CCI injury that impacts the hippocampus to some degree was correlated with 86% of the PTE^+^ mice in this study. We can conclude that hippocampal function may play a significant role in the development of PTE after focal trauma to the brain.

### 3.2. PTE^+^ Mice Show Aberrant Migration of Prox1-Neuroblasts in the Dentate Gyrus and Hilus

PTE incidence correlates with damage to the hippocampus—a region that is partially responsible for ongoing adult neurogenesis in the subgranular zone (SGZ). The lengthy process of generating new excitatory neurons coincides with the onset of PTE and, therefore, is a likely candidate for aberrant changes in cellular remodeling. We quantified the number of doublecortin (DCX)-positive neuroblasts in the upper two-thirds of the dentate gyrus (DG) and those expressing Prox1—an excitatory granule cell marker [55]—in the hilar region in the contralateral and ipsilateral hemispheres of PTE^−^ and PTE^+^ mice (Figure 3A–D). Under physiological conditions, DCX^+^ neuroblasts are present in the bottom third of the DG. Here, using unbiased stereological analysis, we found a significant increase in the number of aberrant DCX^+^ cells at four months following CCI injury in the ipsilateral > 2/3 DG (*p* = 0.001), which was further increased in PTE^+^ compared to PTE^−^ mice (*p* = 0.009) (Figure 3H).

No significant difference, albeit trending, was found in the estimated numbers of DCX^+^ or double-labeled DCX^+^/Prox1^+^ neuroblasts in the contralateral (data not shown) or ipsilateral hilus (Figure 3I). However, we detected a significant increase in the total number of Prox1^+^ granule cells in the ipsilateral hilus of injured mice compared to sham mice (*p* < 0.0001). The PTE^+^ mice had a slightly higher presence of Prox1^+^ cells, although not significantly different from that of PTE^−^ mice (*p* = 0.23). These findings show the misguidance of Prox1^+^ granule cells in the hilus, which likely differentiated from immature neuroblasts at four months following CCI injury. The occurrence of PTE coincided with disruption to the neurogenic process.

### 3.3. PTE^+^ Mice Display Increased Hilar Expression of c-Fos Alongside an Excessive Loss of Inhibitory Neurons

To evaluate whether neurogenic-mediated changes observed in PTE^+^ mice coincided with altered neuronal activity, we quantified the expression of c-Fos—a trans-synaptic marker of neuronal and astrocyte activity whose expression is increased after seizures [56,57,58,59] in the DG and hilus. We found a trend towards increased numbers of c-Fos^+^ cells in the contralateral DG in PTE^−^ (*p* = 0.36) and PTE^+^ (*p* = 0.18) mice compared to sham mice, although it did not reach statistical significance. We further observed a statistical increase in the ipsilateral (PTE^−^, *p* = 0.029; PTE^+^, *p* = 0.002) c-Fos levels following CCI injury compared to sham levels (Figure 4A). Interestingly, we also found a significant increase in c-Fos^+^ cells in the ipsilateral hilus of PTE^−^ (*p* = 0.028) and PTE^+^ (*p* < 0.0001) mice compared to sham mice (Figure 4B–E). However, the presence of c-Fos^+^ cells was statistically more significant in PTE^+^ mice (Figure 4B,E) compared to PTE^−^ mice (Figure 4B,D) (*p* = 0.03).

To characterize neuronal changes in the hilus that may further delineate c-Fos expression in PTE^+^ and PTE^−^ mice, we quantified the number of NeuN-positive cells (a pan-neuronal marker), Prox1^+^/NeuN^+^ excitatory granule neurons [60], and Prox1^−^/NeuN^+^ hilar inhibitory neurons [61]. Injury reduced the number of NeuN^+^ cells in the PTE^+^ ipsilateral hilus (*p* = 0.06) and was statistically reduced in the PTE^+^ contralateral hilus (*p* = 0.004) compared to sham mice (Figure 5A,C–E). While the number of Prox1/NeuN co-labeled excitatory neurons was increased in both PTE^−^ (*p* = 0.01) and PTE^+^ (*p* = 0.0005) ipsilateral hili compared to shams, no difference was observed between the injury groups (*p* = 0.58). In contrast, both PTE^−^ (*p* = 0.0008) and PTE^+^ (*p* < 0.0001) mice showed reduced numbers of Prox1^−^/NeuN^+^ inhibitory neurons in the ipsilateral and contralateral hilus (*p* = 0.01 PTE^−^; *p* < 0.0001 PTE^+^) compared to sham mice. Interestingly, the loss of inhibitory neurons was more significant in PTE^+^ mice (Figure 5A,I–K) compared to PTE^−^ mice (Figure 5A,F–H) in the ipsilateral hilus (*p* = 0.04). There was also a trend towards reduced numbers in the contralateral PTE^+^ hilus (Figure 5B) (*p* = 0.16).

Finally, the proportions of hilar NeuN^+^ cells that were Prox1^+^ granule cells (Prox1^+^/NeuN^+^ double-labeled cells/total NeuN; GCs) represented only <7% of all neurons in sham conditions. However, CCI injury dramatically elevated this to 40% GCs (Figure 5M, purple), while reducing Prox1-/NeuN^+^ inhibitory neurons to 60% (Figure 5M, blue) of the population in the ipsilateral PTE^−^ hilus. Most notably, PTE^+^ mice showed the opposite trend, with 70% GCs vs. 30% inhibitory neurons. The alterations in GC proportions were also observed in the contralateral hilus between PTE^−^ and PTE^+^ mice, but to a lesser extent. These changes correlated with increased numbers of c-Fos-positive neurons in the hilus of PTE^+^ mice. These data suggest that greater loss of hilar-inhibitory interneurons, complemented by the replacement of excitatory granule cells originating from the neurogenic compartment, may result from or elicit the onset of seizures after TBI. 

### 3.4. Post-Traumatic Epilepsy Alters Hilar Astrogliosis and Astrocyte Morphometric Properties

Astrocytes show structural plasticity in response to synaptic activity and behavior, which contributes to remodeling the surrounding synapses and influences seizure development [62,63,64,65]. Understanding astrocyte morphology is essential to clarify the molecular basis of PTE. We evaluated the % of hilar astrocyte coverage in the hilus of PTE^+^, PTE^−^, and sham mice by calculating the ratio between the GFAP volume and the volume per tissue section. Our results suggest that CCI induces an increase in astrocytic coverage in the ipsilateral hilus of PTE^−^ (*p* = 0.03) and PTE^+^ (*p* = 0.002) mice compared to the corresponding contralateral hemisphere (Figure 6A). Analysis of hilar astrocyte morphology using Imaris was performed to compare the morphological complexity of the astrocytes. The morphological parameters sphericity, prolation, and oblation were calculated in PTE^+^ and PTE^−^ mice. Our results showed altered astrocytic shape in CCI-injured mice. We observed a trend toward increase in the prolation index of astrocytes at the ipsilateral hilus compared to the contralateral hilus in PTE^+^ and PTE^−^ mice (Figure 6C). No difference in sphericity was found (Figure 6B). We detected a decrease in the oblation of astrocytes at the injured ipsilateral hilus compared to contralateral sham, contralateral PTE^−^ (*p* = 0.004), and contralateral PTE^+^ (*p* = 0.003). However, no significant changes in the oblate index were detected between ipsilateral astrocytes of PTE^−^ and PTE^+^ mice, suggesting that these changes could be attributed to the injury rather than to the PTE status. To further characterize the changes in the morphology of astrocytes, we performed a Sholl analysis. Interestingly, we found that PTE^+^ hilar astrocytes showed a reduction in branch complexity at 1 and 6 µm from the cell soma compared to PTE^−^ (*p* < 0.05), and at 4 to 15 µm compared to sham (*p* > 0.05). Additionally, hilar astrocytes from PTE^+^ mice displayed reduced branching compared to those of sham mice at 2 to 12 µm from the soma (*p* < 0.05) (Figure 6G). These findings demonstrate that, as assessed by GFAP immunostaining, astrocytes alter their coverage in the hilus following CCI injury, with a reduction in branching complexity observed in PTE^+^ mice.

### 3.5. Transcriptomic Signature of Forebrain PTE^+^ Astrocytes following CCI Injury

Astrocyte dysfunction has been implicated in the pathophysiology of epilepsy [66,67,68,69], post-traumatic aberrant neurogenesis [70,71], and interneuron degeneration [72]. 

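Hippocampal astrocytes of each mouse were separated on magnetic beads that bind ACSA-2, a surface antigen of astrocytes, and the contralateral and ipsilateral hippocampus gave separate libraries. The libraries were made with a SMART-Seq V4 kit, which amplifies cDNA from small amounts of RNA. The deposited tables hold 20 contralateral libraries, from 5 PTE+, 10 PTE- and 5 sham mice, and 17 ipsilateral libraries, from 4 PTE+, 8 PTE- and 5 sham mice. All 17 mice with an ipsilateral library also have a contralateral one, while 1 PTE+ mouse (a8_17) and 2 PTE- mice (a8_13 and a9_20) have only the contralateral one. The deposited sample labels name the mouse strain CD31, and the methods name it CD1. The authors estimated the expected counts of each gene with RSEM on the mm10 genome, without normalization, and deposited them as whole numbers. They also deposited the TPM (transcript abundance scaled to the same total in every library) that RSEM derives from these counts and the transcript lengths. Contralateral libraries held between 25371887 and 55333329 counts, with a median of 41775828, and ipsilateral libraries between 36925501 and 59846479, with a median of 49177351. The kit amplifies cDNA and the methods name no molecular identifiers, so the limits given for genes with few counts cover counting error only. Between 11756 and 15321 genes had at least 1 count in a contralateral library, and between 9020 and 15545 in an ipsilateral one. The lowest ipsilateral number belonged to PTE- mouse a8_11, in which 2434 of the 7357 genes with a median above 1000 counts had at most 3 counts. Genes were compared with edgeR's quasi-likelihood test after TMM normalization, in a fit of all 3 groups of a hemisphere. The filter on low counts kept 14642 contralateral and 14903 ipsilateral genes. The common biological coefficient of variation was 1.32 in the contralateral and 1.40 in the ipsilateral libraries. Each p from this test is 2-sided, and its adjustment is that of Benjamini and Hochberg over all genes tested in the comparison. Normalized values are CPM (counts scaled to the same total in every library), given as mean ± SD. Gene positions are those of the GENCODE annotation of GRCm38, the assembly that mm10 denotes.

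**Figure D1:**
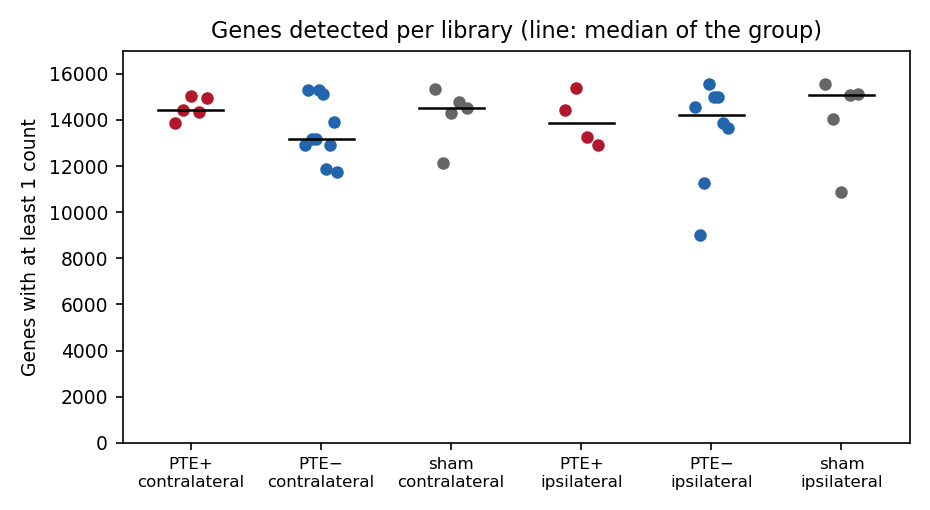
Number of genes with at least 1 count (y axis) in each library, by hemisphere and group (x axis), with 1 point per library and a line at the median of the group. The lowest point, 9020 genes, is the ipsilateral library of PTE- mouse a8_11.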

To gain insight into the molecular pathways associated with astrocyte dysfunction in PTE, we performed RNA-Seq on astrocytes isolated from the ipsilateral and contralateral hippocampus of sham, PTE^+^, and PTE^−^ mice at 4 months following CCI injury. We assessed transcriptomic changes with gene ontology pathway enrichment to detect the most significant DEGs and biological processes (BPs), respectively. Overall, comparing PTE^−^ to PTE^+^, we detected a total of 273 dysregulated protein genes in the contralateral hippocampus: 77 upregulated (top five Log2FC: *Cd209d*, *Sema3f*, *Slo4a1*, and *Apol9b*) and 196 downregulated (top five Log2FC: *Cd3e*, *Ccnf*, *Exosc6*, *Ccdc69* and *2810408A11Rik*) (Figure 7E and Figure 7F; respectively). 

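Among the contralateral libraries, 185 genes met the 3 criteria of the methods (unadjusted p under 0.05, at least a 1.2-fold difference, and a mean TPM above 5 in at least 1 of the compared groups), of which 50 were higher and 135 lower in PTE+. An unadjusted p under 0.05 was reached by 323 genes, and an adjusted p under 0.05 by 1 gene, Sema3f. Of the 135 lower genes, 97 differed by less than 1 on the log2 scale, and 6 had at most 3 counts in every PTE+ library. With 1 library left out at a time, the number of genes ranged from 129 (without PTE+ mouse a9_18) to 227 (without PTE- mouse a9_20). The alternative that moved it most was limma voom with quality weights, with 702 genes, of which 409 were higher in PTE+, so that the more frequent direction was the opposite one. Sema3f (ENSMUSG00000034684, chromosome 9 from 107681500 to 107710475) encodes a secreted guidance protein. It reached 18.6 ± 11.8 CPM (SD, n = 5) in PTE+ and 0.00686 ± 0.0156 CPM (SD, n = 10) in PTE-. All 5 PTE+ libraries and 0 of the 10 PTE- libraries had more than 3 counts, which made it at least 156-fold higher. Its fitted log2 fold change was 10.85 (standard error 1.75, adjusted p = 0.0453 from edgeR), a value that depends on the prior count because every PTE- library was at the counting limit. An exact permutation test of its normalized log2 values gave p = 0.000333, the smallest that 5 against 10 libraries allow. Across the 15 fits that each left out 1 library, its adjusted p from edgeR ranged from 0.0375 to 0.166, and it was above 0.05 in 13 of them. The lowest PTE+ value, 1.03 CPM, belonged to mouse a8_17. Several other genes with large fold changes had counts in few libraries. Cd209d (chromosome 8, from 3871824), Slco4a1 (chromosome 2, from 180456245; printed as Slo4a1) and Apol9b (chromosome 15, from 77729039) had more than 3 counts in 2 of the 5 PTE+ libraries and did not pass the filter on low counts. Cd209d was at least 23.0-fold and Slco4a1 at least 88.7-fold higher in PTE+, with an exact permutation p of 0.0952 for each of the 3 genes. Both bounds depend largely on PTE+ mouse a8_10, at 11.66 CPM for Cd209d and 40.4 CPM for Slco4a1. The next library had 1.967 and 12.24 CPM. CK137956 (chromosome 4, from 127927592), which Figure 7E also names, had a log2 fold change of 5.24 (standard error 2.09, edgeR p = 0.0202, adjusted p = 1). Among the lower genes, Cd3e, Ccnf, Exosc6, Ccdc69 and 2810408A11Rik had at most 3 counts in every PTE+ library. Ccnf, Cd3e and Exosc6 exceeded 3 counts in 4 of the 10 PTE- libraries, Ccdc69 in 5 and 2810408A11Rik in 7. These genes were at least 124-fold (Exosc6 and Ccnf), 95.5-fold (2810408A11Rik), 66.7-fold (Cd3e) and 65.4-fold (Ccdc69) lower. The edgeR p was 0.00160 for 2810408A11Rik, 0.00739 for Ccnf, 0.00781 for Ccdc69 and 0.0110 for Cd3e (adjusted p = 1 for each), and Exosc6 did not pass the filter. Their exact permutation p ranged from 0.0396 (2810408A11Rik) to 0.322 (Exosc6). The highest value of Ccnf, 110.1 CPM, and that of Exosc6, 93.4 CPM, came from PTE- mouse a9_20, the contralateral library with the fewest genes detected. The next values were 8.092 CPM for Ccnf and 4.417 CPM for Exosc6, so both bounds depend largely on that mouse.

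**Figure D2:**
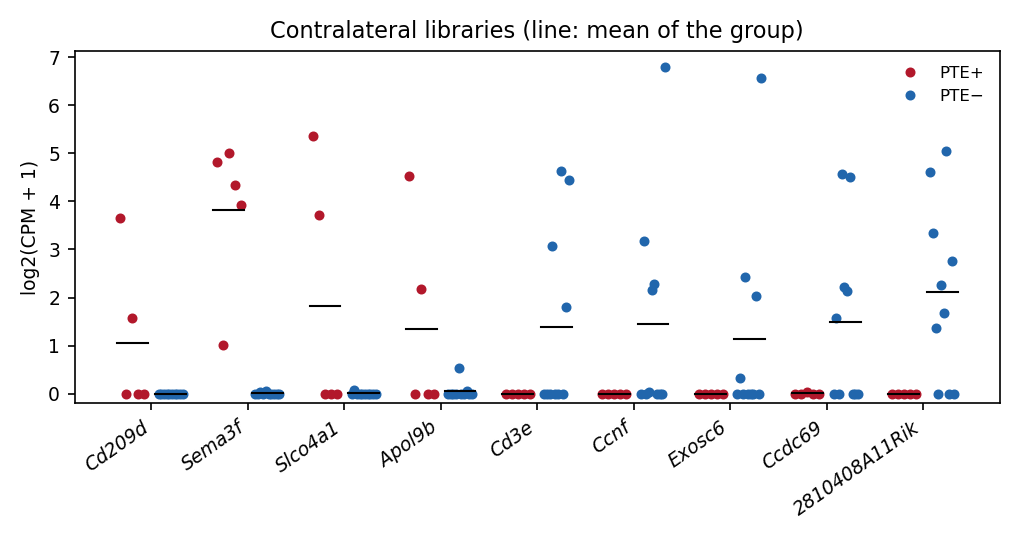
Values of the named genes in each contralateral PTE+ and PTE- library, as log2(CPM + 1) on the y axis, with 1 point per library and the genes along the x axis. Sema3f is the only one of these genes for which all 5 PTE+ points lie above all 10 PTE- points.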

We identified 160 genes in the ipsilateral hippocampus (Figure 7B): 25 upregulated (top five Log2FC: *Spdl1*, *Slc16a4*, *Slitrk4*, *Kctd9* and *Gbp2b*) and 135 downregulated (top five Log2FC: *Tlr13*, *Trim6l*, *Lilrb4a*, *Alox5ap* and *Slc47a1*) (Figure 7B,F and Supplementary Table S1). 

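In the ipsilateral libraries, 75 genes met these criteria, 11 higher and 64 lower in PTE+. No gene had an adjusted p under 0.05 (0 of 14903 genes), and 261 had an unadjusted p under 0.05. The number of genes ranged from 36 without PTE+ mouse a9_19 to 150 without PTE+ mouse a9_17. On log2(TPM + 1) values with limma, 359 genes met them, and 266 of these were higher in PTE+. The PTE- library of mouse a8_11 was the highest of the 12 for 45 of the 64 lower genes (70.3%), against 23.4% of all genes that could have met the criteria. For 28 of the 64 (43.8%, against 8.90% of those genes) 1 library held most of the PTE- counts. Without mouse a8_11, 97 genes met the criteria, 44 higher and 53 lower. Of the genes with the largest fold changes, Tlr13 (chromosome X, from 106143204), Trim61 (chromosome 8, from 65012987; printed as Trim6l), Lilrb4a (chromosome 10, from 51490956), Alox5ap (chromosome 5, from 149264767) and Slc47a1 (chromosome 11, from 61343401) had at most 3 counts in every PTE+ library. More than 3 counts were found in 3 of the 8 PTE- libraries for Tlr13 and Slc47a1 and in 4 for Trim61, Lilrb4a and Alox5ap. The genes were at least 384-fold (Tlr13), 335-fold (Slc47a1), 122-fold (Trim61), 115-fold (Lilrb4a) and 62.0-fold (Alox5ap) lower in PTE+. Each bound depends largely on the highest PTE- library. Slc47a1 reached 139.8 CPM in mouse a9_16 and 22.61 CPM in the next library, and Alox5ap 22.94 and 2.966 CPM. The highest and next values were 119.4 and 65.25 CPM for Tlr13 and 38.67 and 10.93 CPM for Trim61. For Lilrb4a they were 33.08 and 17.64 CPM. The edgeR p was 0.00663 for Trim61, 0.0108 for Alox5ap, 0.0147 for Lilrb4a and 0.0196 for Tlr13. An exact permutation test of each of the 5 genes gave a p between 0.192 and 0.345. Spdl1 (chromosome 11, from 34809190) had more than 3 counts in 2 of the 4 PTE+ libraries and in 0 of the 8 PTE- libraries (at least 89.7-fold higher, exact permutation p = 0.0909). This bound depends largely on PTE+ mouse a9_19, at 27.2 CPM, with the next library at 1.818 CPM. Tlr13 passed the filter on low counts, and Spdl1 and Slc47a1 did not. Slc16a4 (chromosome 3, from 107291230) had a log2 fold change of 0.22 (standard error 2.26, exact permutation p = 0.927), and Slc16a14 (chromosome 1, from 84905898), the name in Figure 7F, was at least 118-fold higher (edgeR p = 0.00146, exact permutation p = 0.0909), in 2 of the 4 PTE+ libraries. The direction of Slc16a4 turned when PTE+ mouse a8_10 was left out (-0.74). Slitrk4 (chromosome X, from 64264885) had a log2 fold change of 5.32 (standard error 2.14, edgeR p = 0.0226, exact permutation p = 0.0101). The edgeR p of Slitrk4 rose to 0.158 without PTE+ mouse a9_19. Kctd9 (chromosome 14, from 67715937) had a log2 fold change of 3.98 (standard error 1.99, edgeR p = 0.0601) and Gbp2b (chromosome 3, from 142594847) one of 3.38 (standard error 2.08, edgeR p = 0.120), with exact permutation p values of 0.0343 and 0.00808. The adjusted p from edgeR was 1 for each of these genes that was tested.

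**Figure D3:**
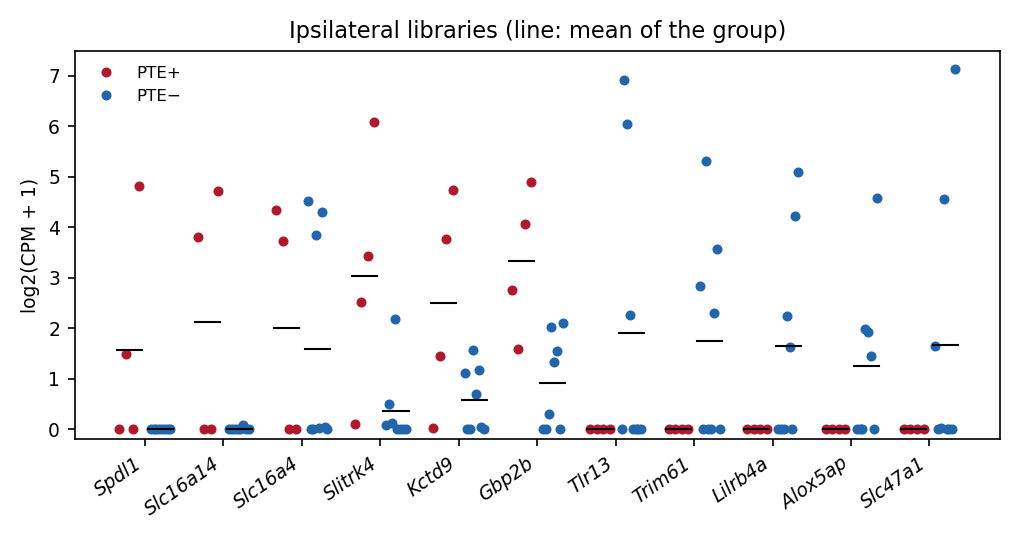
Values of the named genes in each ipsilateral PTE+ and PTE- library, as log2(CPM + 1) on the y axis, with 1 point per library and the genes along the x axis. For Tlr13 and Slc47a1, 3 of the 8 PTE- libraries lie above the points at 0.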

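Cst3 (ENSMUSG00000027447, chromosome 2 from 148871722 to 148875692) encodes cystatin C, a secreted inhibitor of cysteine proteases. In the contralateral hippocampus it reached 8018 ± 2897 CPM (SD, n = 5) in PTE+ and 12890 ± 8329 CPM (SD, n = 10) in PTE-. Its log2 fold change was -0.68 (standard error 0.35, edgeR p = 0.0605, adjusted p = 1), and an exact permutation test gave p = 0.128. In the ipsilateral hippocampus it reached 5922 ± 1467 CPM (SD, n = 4) in PTE+ and 9602 ± 3731 CPM (SD, n = 8) in PTE-. There the log2 fold change was -0.70 (standard error 0.29, edgeR p = 0.0252, adjusted p = 1), and the exact permutation test gave p = 0.0465. With each library left out in turn, the contralateral value stayed between -0.84 and -0.36, and the ipsilateral value between -0.88 and -0.50. PTE- mouse a8_11 had the highest contralateral value, 34680 CPM, and without it the log2 fold change was -0.36. The unadjusted edgeR p ranged from 0.0385 to 0.184 over these contralateral fits and from 0.0121 to 0.0692 over the ipsilateral ones, so 1 library decided on which side of 0.05 it fell. DESeq2 on the 3 groups gave -0.64 (p = 0.0695) and -0.73 (p = 0.0419). The animals carry the name prefix a8 or a9, whose meaning the paper's text does not give. With the prefix as a covariate the log2 fold changes were -0.69 and -0.65. Within prefix a9, the difference of mean log2 values was -0.67 contralaterally (3 against 6 mice, exact permutation p = 0.0714) and -0.64 ipsilaterally (3 against 5 mice, exact permutation p = 0.0714). Within prefix a8 it was -0.45 contralaterally (2 against 4 mice, exact permutation p = 0.733, smallest possible 0.0667), and the single ipsilateral PTE+ mouse lay 0.43 below the mean of 3 PTE- mice. The 2 hemispheres come from the same mice. Averaged over both hemispheres of the 4 PTE+ and 8 PTE- mice that have both, the difference was -0.69 (exact permutation p = 0.0626). The difference between PTE+ and PTE- did not itself differ detectably between the hemispheres (0.11, exact permutation p = 0.685). By the criteria of the methods, Cst3 met all 3 in the ipsilateral libraries and missed the p in the contralateral ones. The number of genes that met them in both hemispheres was 0. With the labels of the injured mice permuted together in both hemispheres, the median was 4 genes (range 0 to 95 over 100 label sets). With the prefix as a covariate, 1 gene met the criteria in both hemispheres, and it was Cst3. With DESeq2, 12 genes did, without Cst3.

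**Figure D4:**
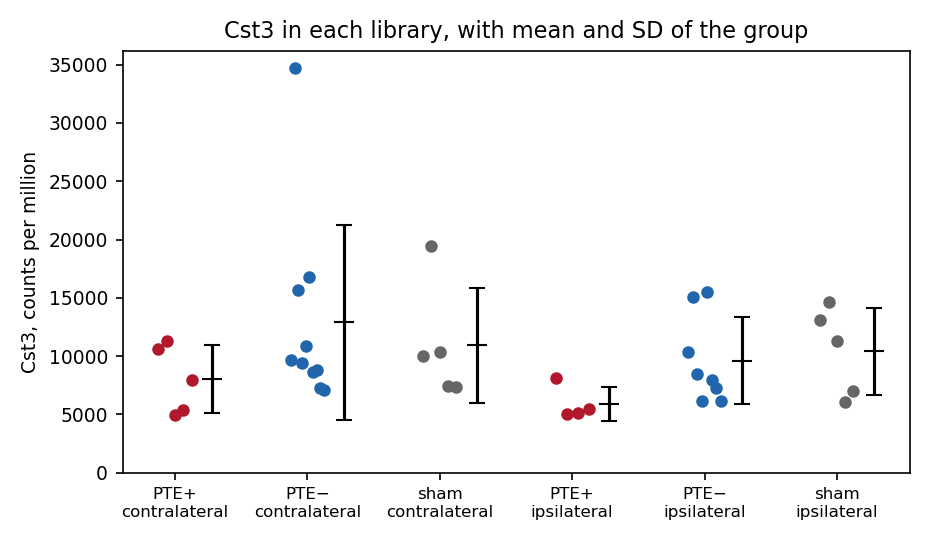
CPM of Cst3 (y axis) in each library by hemisphere and group (x axis), with 1 point per library and the mean and SD of each group. The highest point, 34680 CPM, is the contralateral library of PTE- mouse a8_11.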

Cystatin 3 (*Cst3*) was the only gene altered in PTE^+^ astrocytes in both the contralateral and ipsilateral hippocampus compared to PTE^−^ astrocytes (−0.63, −0.72 Log2FC, respectively; <0.05 *p*-value). To investigate the potential role of Cst3 in hilar astrocytes, we immunodetected CST3 and GFAP astrocytes in coronal sections of the brain (Figure 7G–J), showing intense co-localization of CST3 in GFAP astrocyte soma and, to a lesser intensity, in the astrocyte processes. Stereological cell counts of CST3^+^ cells and CST3/GFAP double-positive cells at the ipsilateral hilus showed increased total CST3 (*p* = 0.03) and CST3/GFAP (*p* = 0.03) in PTE^+^ compared to PTE^−^ (Figure 7M), whereas no significant differences were detected in the contralateral hilus (Figure 7K).

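The genes of 4 lists written before the data were examined, one for each of the processes named in Figure 7C,D, were compared between PTE+ and PTE- with camera from limma, which asks whether a list differs from all other genes tested, at a preset inter-gene correlation of 0.01. The gene ontology terms themselves were not used here. In the contralateral libraries, the 24 genes of the interferon-gamma list had a median log2 fold change of -0.17 (adjusted p from camera = 0.926), with 9 higher and 15 lower in PTE+. The genes of the hypoxia list had a median of 0.02 (adjusted p from camera = 0.926). The 25 genes of the glucose metabolism list had a median of -0.17, 18 of them lower (adjusted p from camera = 0.0235), and the 28 genes of the mRNA stability list a median of -0.16, 19 of them lower (adjusted p from camera = 0.101). The median of the glucose list moved to -0.07 without PTE- mouse a8_11. In the ipsilateral libraries the medians were -0.32, 0.00, -0.03 and -0.11, in that order of lists, and the adjusted p from camera ranged from 0.867 to 0.875. The adjustment covers the 17 lists tested in each comparison. The glucose list did not hold under fry, another test from limma, which makes no assumption on the correlation (adjusted p = 0.775), nor with a correlation estimated from the data (adjusted p = 0.481). An unadjusted p under 0.05 was reached by 1 of the 24 interferon-gamma genes and 1 of the 25 glucose genes contralaterally, and by none of the genes of the 4 lists ipsilaterally. Adjusted over the list alone, 0 genes of each of the 4 lists had an adjusted p under 0.05 in either hemisphere, and adjusted over all genes tested the number was also 0.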

GO circle plots of the top 10 region-specific biological process pathways included those associated with interferon-gamma, response to hypoxia, glucose metabolic processes, and mRNA regulation, among others (Figure 7C,D). Of note, we identified several ‘pan reactive’ markers [73] of astrocytes (including *Lcn2*, *Timp1*, *Cxcl10*, and *Vim*) that were differentially expressed when comparing sham to PTE^−^ in the ipsilateral hippocampus; these differences were not observed in the contralateral hippocampus. These data identify key transcriptomic differences in forebrain astrocytes in mice that develop seizures post-CCI injury. 

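Vim (chromosome 2, from 13573927), the gene of the filament protein vimentin, reached 708 ± 803 CPM (SD, n = 8) in ipsilateral PTE- libraries and 211 ± 156 CPM (SD, n = 5) in ipsilateral sham libraries. Its log2 fold change was 1.75 (standard error 0.62, edgeR p = 0.0115, adjusted p = 1), and an exact permutation test gave p = 0.0186. The highest value, 2660 CPM, came from PTE- mouse a8_11, and the fold change stayed between 1.04 and 2.28 with each library left out in turn. Lcn2 (chromosome 2, from 32384633), which encodes lipocalin 2, had more than 3 counts in 4 of the 8 PTE- libraries and in 0 of the 5 sham libraries, and was at least 70.6-fold higher (edgeR p = 0.00980, adjusted p = 1, exact permutation p = 0.133). Timp1 (chromosome X, from 20870166), which encodes an inhibitor of metalloproteinases, had more than 3 counts in 3 of the 8 and in 0 of the 5, and was at least 58.1-fold higher (edgeR p = 0.0144, adjusted p = 1, exact permutation p = 0.324). With 1 library left out at a time, the edgeR p of Lcn2 was at most 0.0185 over 13 fits. That of Timp1 was at most 0.0258 over the 10 fits that gave a value for it. PTE- mouse a9_13 had the highest value of both, 32.43 CPM for Lcn2 and 28.74 CPM for Timp1. The next library had 6.224 and 7.259 CPM, so both bounds depend largely on that mouse. Cxcl10 (chromosome 5, from 92346638), which encodes a chemokine, had a log2 fold change of 3.68 (standard error 2.18, edgeR p = 0.109, adjusted p = 1, exact permutation p = 0.199). In the contralateral libraries, Vim had a log2 fold change of 0.13 (standard error 0.43, edgeR p = 0.759), and -0.11 when sham mouse a9_11 was left out. Cxcl10 had one of -2.09 (standard error 1.74, edgeR p = 0.241), with an exact permutation p of 0.00999 for its normalized log2 values. Lcn2 and Timp1 did not pass the filter on low counts there, with more than 3 counts in 3 and 2 of the 10 PTE- libraries and in 1 and 0 of the 5 sham libraries. Whether the PTE- difference from sham itself differs between the hemispheres was tested by permuting the groups of the 8 PTE- and 5 sham mice that have both. The ipsilateral difference minus the contralateral one, in log2(CPM + 1), was 3.70 for Cxcl10 (exact permutation p = 0.0373) and 1.51 for Vim (exact permutation p = 0.0427), with an adjusted p of 0.107 for each over the 5 values tested. It was 1.46 for Lcn2 (exact permutation p = 0.165) and 0.64 for Timp1 (exact permutation p = 0.455). Over the 13 pan-reactive genes tested, 12 were higher in ipsilateral PTE- than in sham libraries, with a median log2 fold change of 1.46 (adjusted p from camera = 0.00293). The median was the same with genes at the counting limit set to their bound. Without PTE- mouse a9_13 it was 0.76. Under fry the adjusted p was 0.601, and with an estimated correlation it was 0.441. In the contralateral libraries the median over 11 such genes was 0.29 (adjusted p from camera = 0.724), and the difference of the list between hemispheres was 0.86 (exact permutation p = 0.230). The study picked 4 of the 13 genes from these libraries. Between ipsilateral PTE+ and sham libraries the median was 0.62.

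**Figure D5:**
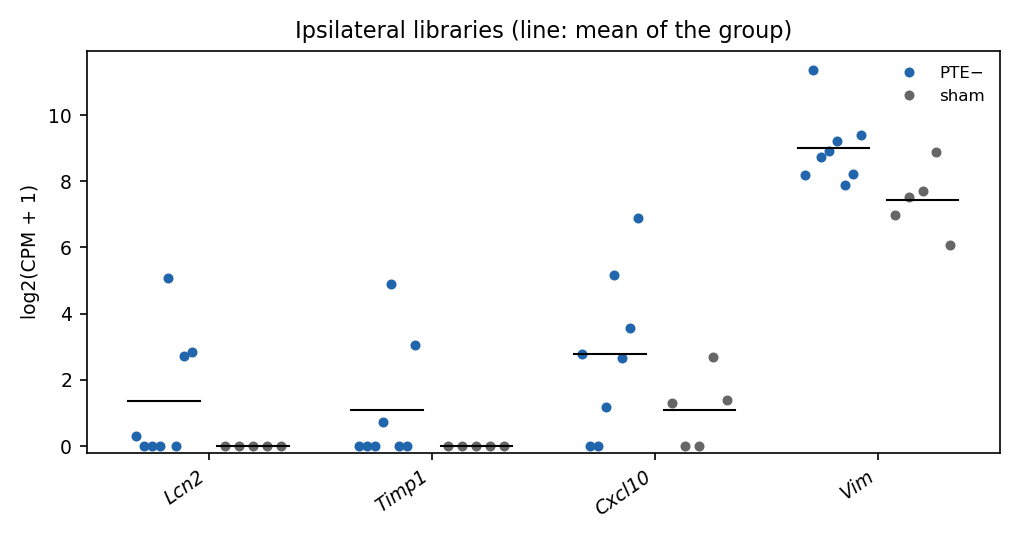
Values of the 4 genes in each ipsilateral PTE- and sham library, as log2(CPM + 1) on the y axis, with 1 point per library and the genes along the x axis. For Lcn2, 4 of the 8 PTE- libraries and 0 of the 5 sham libraries lie above the points at 0.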

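Over all genes tested, the number with an adjusted p under 0.05 from edgeR was 0 in each comparison of PTE+ or PTE- mice with sham mice, in both hemispheres. An unadjusted p under 0.05 was reached contralaterally by 226 genes between PTE- and sham and by 180 between PTE+ and sham, and ipsilaterally by 236 and 248. By the criteria of the methods, 110 genes differed contralaterally between PTE- and sham, 71 higher in PTE-, and 147 ipsilaterally, 66 higher in PTE-. With DESeq2's size factors in edgeR, 151 genes did so ipsilaterally, of which 93 were higher, so the more frequent direction turned with the scaling. The ipsilateral number ranged from 83 without sham mouse a9_9 to 267 without sham mouse a9_10. DESeq2 in place of edgeR gave 85 contralateral and 113 ipsilateral genes with an adjusted p under 0.05 between PTE+ and PTE-. On the 2 compared groups alone, a setting chosen after seeing the values, it gave 55 and 74. Over 28 splits of the same libraries into groups of these sizes, the real split included, the median was 82 and 111. Numbers of this size therefore do not need a difference between the groups. Whether the difference between PTE+ and PTE- itself differs between the hemispheres was tested as an interaction over the mice that have both. It had an adjusted p under 0.05 for 0 genes and an unadjusted p under 0.05 for 336, and with each mouse as a block for 0 and 144 genes. The paper reads its own data, without this interaction, as key differences in the transcriptome of forebrain astrocytes of mice that develop seizures after the injury.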

## 4. Discussion

Post-traumatic epilepsy (PTE) accounts for 20% of all symptomatic epilepsy and is represented by recurrent generalized or focal seizures with secondary generalization [19,20,21]. Brain contusions and subdural hematomas are the strongest risk factors for seizures, and this increased risk persists for years [5,6,7]. The mechanism by which contusion injury to the brain leads to the subsequent onset of seizures remains under investigation. Using a CCI injury to model cortical contusions, we found that CCI injury of all severity types results in a 37% overall incidence of PTE. In mice that display histopathological evidence of hippocampal damage or displacement, we observed greater occurrence of seizures. These data are consistent with clinical indications that describe the severity of the injury as a significant risk factor for PTE [4,74], as well as with preclinical findings showing that CCI injury results in roughly 40% of male mice developing spontaneous electrographic seizures [37,75]. We further detailed the histopathology of injury severity (including moderate, moderate/severe, and severe) that was associated with the onset of PTE. We demonstrated that hippocampal changes—well known to play a pivotal role in epilepsy [76,77,78]—may be central to the development of PTE. Indeed, previous studies have shown that structural and functional network changes in the dentate gyrus coincide with PTE following CCI injury [37,79,80,81,82,83]. For this study, we utilized a bipolar montage and subcortical electrodes to detect generalized seizures; future studies could utilize multichannel EEG montages with cortical and hippocampal electrodes for localization of seizure origin and follow its progression in the brain. Our findings suggest that cortical and hippocampal damage after TBI is associated with the development of PTE. Future studies targeting the hippocampus using laser ablation or high-frequency irreversible electroporation [84] could aid in establishing a causal role for hippocampal involvement in the development of PTE. 

Our findings show selective loss of Prox1-negative hilar interneurons after CCI injury, and PTE^+^ mice demonstrated a more significant reduction in this cell population than PTE^−^ mice. Prior studies also reported a bilateral selective vulnerability of dentate hilar somatostatin-positive (SST^+^) interneurons following TBI, alongside dentate granule cell hyperexcitability [77], and GAD-67 interneurons were shown to be reduced in the hilus with increasing severity of CCI injury [85]. Here, we found that excessive hilar interneuron loss was associated with mice that developed spontaneous seizures compared to those that did not, suggesting that a threshold of interneuron cell death must be reached, and that targeting this cell population may aid in the prevention of PTE. These data are supported by the fact that hippocampal transplantation of GABAergic progenitors can restore TBI-induced synaptic inhibition and seizure onset [86]. Further studies are needed to discriminate the subtypes of interneurons (e.g., mossy or SST^+^ cells) that are selectively lost in PTE, the mechanisms driving their demise, and conditions associated with TBI. 

We found that PTE^+^ mice showed aberrant migration of Prox1^+^/DCX^+^ immature excitatory granule neuroblasts in the upper two-thirds of the DG of PTE^+^ mice compared to PTE- mice. Importantly, CCI injury resulted in a significant increase in the presence of hilar Prox1^+^ excitatory granule neurons, a fraction of which were Prox1^+^/DCX^+^, indicating that these cells may have matured from SGZ-derived progenitors that were aberrantly migrated [87,88,89] or were granule neurons that dispersed from the DG [90]. It is plausible to assume that this shift from a predominantly Prox1^−^/NeuN^+^-interneuron-populated region (92–97%) to one where Prox1^+^/NeuN^+^ granule neurons reside (72%) may disrupt the excitatory vs. inhibitory balance of the DG circuitry [91,92]. As suggested by our findings of increased numbers of hilar c-Fos-positive cells in PTE^+^ mice, further identification of expression in neurons and astrocytes is needed. Indeed, selective ablation of SGZ neurogenesis can reduce chronic seizure frequency [92], suggesting that mismigration of immature excitatory granule neurons may contribute to aberrant network reorganization. Importantly, this proportional alteration may represent a reliable histological biomarker that could indicate the existence of seizure-susceptible mice.

Interestingly, epileptogenic vulnerable inhibitory interneuron subsets express reelin, whose loss contributes to disrupted neuroblast chain migration in the DG [93]. The interneuron loss may precede and even support aberrant neurogenesis in PTE. Overall, these findings suggest that excessive hilar interneuron loss coincides with excitatory granule cell replacement, partially from the neighboring neurogenic SGZ, which may contribute to the genesis of post-traumatic epilepsy.

Finally, our interrogation of astroglial remodeling in the DG revealed that CCI injury resulted in increased ipsilateral GFAP coverage, indicative of astrogliosis. This increase was not due to the CCI-induced expansion of the GFAP-expressing stem cell population, as demonstrated by the lack of overlap between GFAP and nestin (Supplementary Figure S2). While no difference was observed between PTE^−^ and PTE^+^ hilar area coverage, we did observe significant changes in the oblate index and branching complexity in PTE^+^ hilar astrocytes. These data were consistent with their divergent transcriptomic signatures, which included changes in cystatin 3 (*Cst3*)—a cysteine protease inhibitor, and one of the most highly expressed genes in astrocytes [94,95]—across all brain regions. 

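Cst3 was listed at a mean of 28620 TPM in contralateral and 23620 TPM in ipsilateral PTE- libraries, and at 21130 and 17260 TPM in PTE+ libraries. Its level went with the mouse: over the 17 mice with both libraries, the contralateral and ipsilateral values, each taken relative to its group, had a Pearson r of 0.82 (permutation p = 3e-05) and a Spearman rho of 0.86 (permutation p = 4e-05). Without the 2 mice farthest from the median r was 0.79. Within the 6 mice of prefix a8 r was 0.89 and within the 11 mice of prefix a9 0.80. Of 14387 genes compared in this way, Cst3 ranked 56, and 67 genes had an r above 0.8, against a median of 44.5 (range 1 to 250) when the mice were permuted within their groups.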

Glial expression of Cst3 is also associated with abnormal neuroblast migration and neurodegeneration in the epileptic dentate gyrus [71,96], suggesting that alterations in astroglial-specific Cst3 may play a role in network reorganization in the DG of PTE mice. We confirmed CST3 soma localization in astrocytes, and found elevated numbers of CST3^+^ and CST3^+^/GFAP^+^ cells in the ipsilateral hilus of PTE^+^ mice, suggesting that CST3 may be regulate in the morphological changes observed in astrocytes and in the epileptogenesic process after TBI. In addition, we identified a number of genes altered in PTE^+^ astrocytes that are known to be involved in differentiation, migration, and cell morphology (Supplementary Table S2), of which several are associated with epilepsy (i.e., *Eml1* [97], *Map2*, *Map1b* [98], *Sema3f* [99], and *Ptn* [100]). 

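Apart from Sema3f, the genes named here had counts in most libraries. Map2 (chromosome 1, from 66175273), which encodes a microtubule-associated protein, had a contralateral log2 fold change between PTE+ and PTE- of 0.68 (standard error 0.29, edgeR p = 0.0277, adjusted p = 1, exact permutation p = 0.0733). Its edgeR p was above 0.05 when PTE+ mouse a9_17, a9_18 or a9_19 was left out, at most 0.130. Map1b (chromosome 13, from 99421446) had one of 1.14 (standard error 0.57, edgeR p = 0.0578, exact permutation p = 0.144), and Ptn (chromosome 6, from 36714929), the gene of pleiotrophin, one of -0.38 (standard error 0.20, edgeR p = 0.0787, exact permutation p = 0.0250). A list of neuron genes, also written before the data were examined, had a mean of 51.14 ± 44.06 TPM (SD, n = 5) in contralateral PTE+ libraries. In contralateral PTE- libraries it had 18.23 ± 8.395 TPM (SD, n = 10). Whether the RNA of Map2 and Map1b came from astrocytes was not tested. Eml1 (chromosome 12, from 108370957) had a contralateral log2 fold change of 0.41 (standard error 0.74, edgeR p = 0.583). Ipsilaterally, Eml1 reached 31.4 ± 21.9 CPM (SD, n = 4) in PTE+ and 104.2 ± 62.0 CPM (SD, n = 8) in PTE-, and 3 of the 4 PTE+ libraries lay below every PTE- library. Its log2 fold change there was -1.73 (standard error 1.08, edgeR p = 0.128), and an exact permutation test gave p = 0.00404. The ipsilateral log2 fold changes of Map2, Map1b and Ptn were 0.53, 0.12 and 0.17, with edgeR p values of 0.434, 0.926 and 0.483. That of Map1b was -0.04 without PTE- mouse a8_11. Ipsilateral Sema3f had more than 3 counts in 2 of the 4 PTE+ libraries and 1 of the 8 PTE- libraries (exact permutation p = 0.418), and its direction turned when PTE+ mouse a8_10 was left out. Without PTE- mouse a9_12, the only PTE- library with more than 3 counts, its log2 fold change was 10.31 (edgeR p = 0.00673, adjusted p = 1), a value that depends on the prior count.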

At present, little is known about the role of astrocytes in the health and function of interneurons. Future studies evaluating astrocytic-specific mechanisms in hilar interneuron survival and immature dentate granule cell migration will expand our understanding of epileptogenesis in traumatic brain injury.

## Figures and Tables

**Figure 1:**
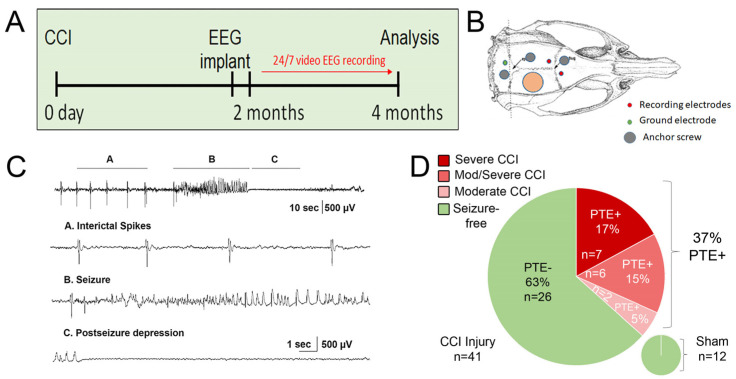
Evaluation of seizure onset following CCI injury: (**A**) Control cortical impact (CCI) injury was induced using either a 2.0 mm or 2.5 mm impactor depth over the right parietal cortex of male adult CD1 mice on day 0. Continuous 24/7 EEG and video recording was performed at 2–4 months post-injury. (**B**) EEG electrode implantation was performed utilizing a bipolar montage composed of two recording electrodes (ipsilateral and contralateral to injury), one ground electrode (green), and two anchor screws to improve retention. (**C**) EEG readings displayed generalized seizures with typical interictal spikes, seizure activity, and post-seizure depression. (**D**) CCI injury was performed on 41 mice (21 at 2.5 mm depth and 20 at 2.0 mm depth) and 12 shams. We observed electrographic and behavioral seizures in 15 CCI-injured and 0 sham-injured mice.

**Figure 2:**
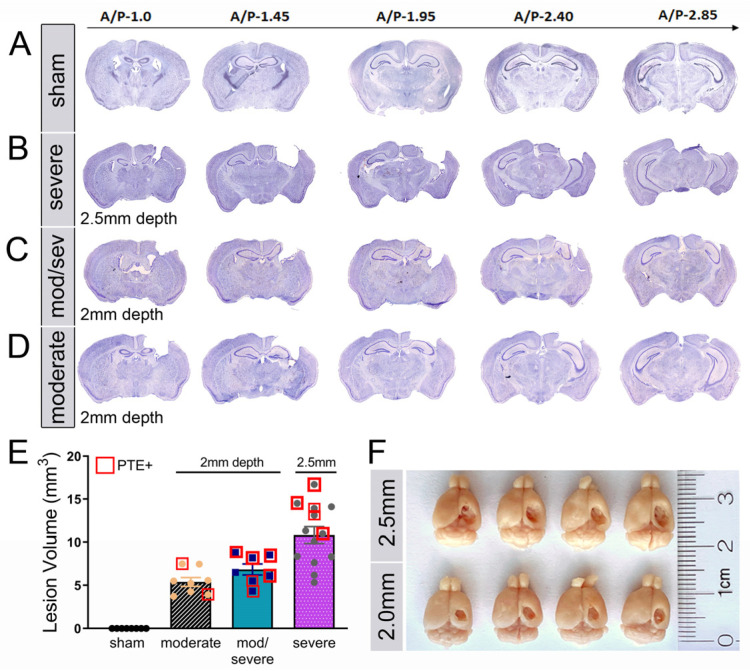
Histological comparison of injury severity in CCI-injured mice: (**A**–**D**) Cresyl violet acetate staining of the serial coronal section of the murine brain from anterior to posterior, encompassing the brain lesion or sham. Based on the quantification of the cavity volume, and hippocampal displacement, there were 4 categories: Sham (**A**), severe (**B**), moderate/severe (**C**), and moderate (**D**) injury based on hippocampal pathology. Centered in each coronal section is a magnified micrograph of the hippocampus. Scale bar = 150 μm. (**E**) Quantified data displaying lesion volume (mm^3^) based on the four categories of histopathology. (**F**) Whole-brain images showing the gross pathology of cavitation induced by unilateral CCI injury between 2.5 mm depth (top panel) and 2.0 mm depth (bottom panel). Total *n* = 15 receiving 2.0 mm depth, *n* = 13 receiving 2.5 mm depth, and *n* = 8 sham, all of which were processed for Nissl staining and stratified accordingly.

**Figure 3:**
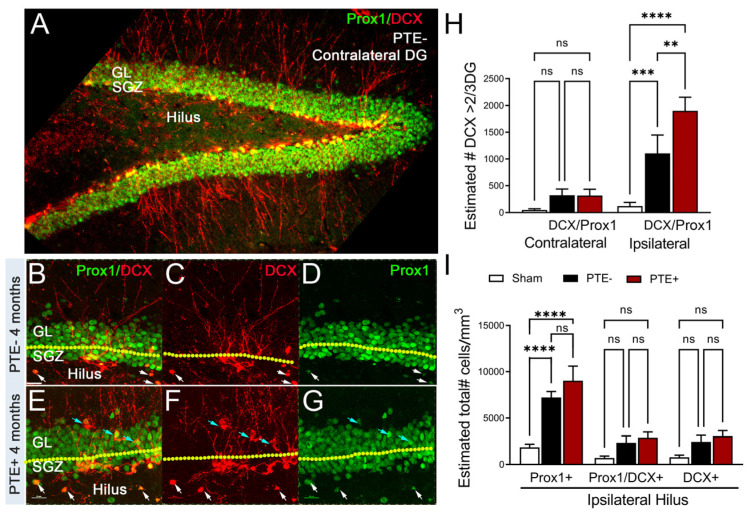
PTE^+^ mice show increased aberrant migration of DCX^+^/Prox1^+^ cells in the dentate gyrus: (**A**) Representative max z-projected confocal image of the contralateral PTE^−^ dentate gyrus (**D**,**G**), showing Prox1 and DCX immunofluorescence. (**B**–**G**) High-magnification max z-projected confocal image at four months in: PTE^−^ (**B**–**D**) and PTE^+^ (**E**–**G**) ipsilateral DG. Prox1 and Prox1/DCX double-labeled cells were observed in the upper two-thirds of the DG (blue arrows) and in the hilus (white arrows). (**H**) Quantified graph showing that PTE^+^ mice display greater increase in the number of Prox1^+^/DCX^+^ cells compared to PTE^−^ mice (*p* = 0.008). (**I**) Quantified graph showing a significant increase in the number of Prox1^+^ cells in the ipsilateral hilus of CCI-injured mice compared to sham mice (*p* < 0.0001). ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.00001. One-way ANOVA with Bonferroni post hoc correction; *n* = 5–9/group. ns = not significant.

**Figure 4:**
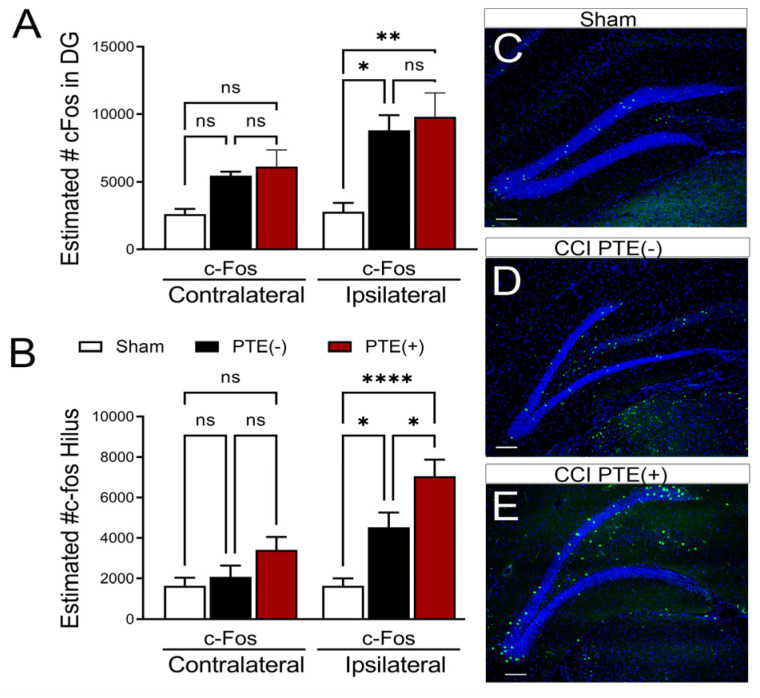
PTE^+^ mice display altered c-Fos in the dentate gyrus: (**A**) Stereological quantification of c-Fos-positive cells (a neuronal activation marker) in the contralateral and ipsilateral DG. Injury induced an increase in the number of c-Fos-expressing neurons relative to sham, regardless of PTE status (PTE^−^ *p* = 0.02; PTE^+^ *p* = 0.002). (**B**) Quantified graph showing no change in contralateral hilar c-Fos; however, PTE^+^ (*p* = 0.0001) and PTE^−^ (*p* = 0.02) are significant compared to sham in the ipsilateral hilus. PTE^+^ mice displayed a greater increase in c-Fos compared to PTE^−^ mice (*p* = 0.03). (**C**–**E**) Representative max z-projection of the dentate gyrus from sham (**C**), PTE^−^ (**D**), and PTE^+^ (**E**) mice stained with DAPI in blue and c-Fos in green. * *p* < 0.05; ** *p* < 0.01; **** *p* < 0.00001. One-way ANOVA with Bonferroni post hoc correction; scale bar = 100 µm; *n* = 5–9/group. ns = not significant. Scale in H = 100 μm.

**Figure 5:**
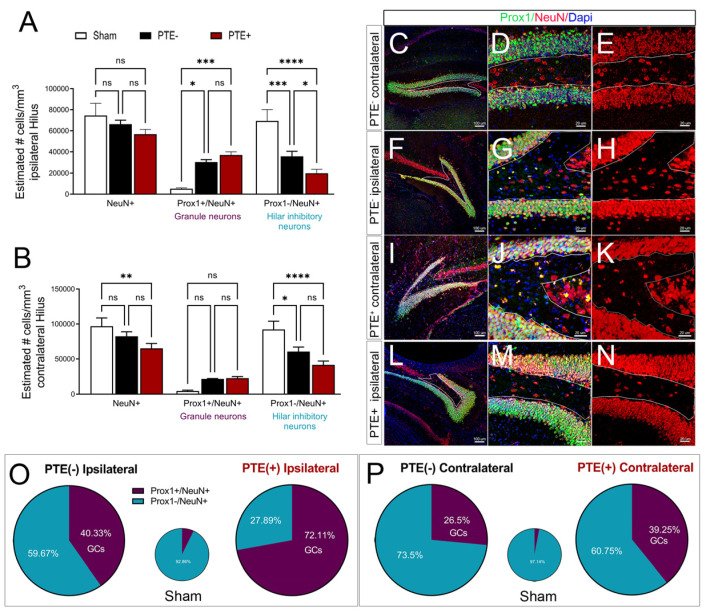
PTE^+^ mice show altered neuronal composition in the hilus: (**A**) Quantified data showing that PTE^+^ mice displayed a trend towards reduced overall numbers of NeuN-positive cells in the ipsilateral hilus, increased numbers of Prox1/NeuN double-labeled granule cells (*p* = 0.005), and reduced numbers of Prox1-negative, NeuN-positive inhibitory neurons (*p* = 0.0001) compared to sham mice. A significant reduction in Prox1^−^/NeuN^+^ cells in PTE^+^ mice was observed compared to PTE^−^ mice (*p* = 0.04). (**B**) Quantified data showing a reduction in the overall numbers of NeuN^+^ cells in the contralateral hilus of PTE^+^ mice compared to sham mice (*p* = 0.004), as well as a reduction in Prox1-/NeuN^+^ inhibitory neurons in CCI-injured PTE^+^ (*p* = 0.0001) and PTE^−^ (*p* = 0.01) mice compared to sham mice. (**C**–**E**) Representative max z-projected confocal images of Prox1 (green) and NeuN (red) in the PTE^−^ contralateral, (**F**–**H**) PTE^−^ ipsilateral, (**I**–**K**) PTE^+^ contralateral, and (**L**–**N**) PTE^+^ ipsilateral hippocampus. (**O**) Proportion of Prox1^+^/NeuN^+^ granule cells/total NeuN vs. Prox1−/NeuN^+^ inhibitory neurons/total NeuN in the ipsilateral hilus of sham, PTE^−^, and PTE^+^ mice. (**P**) Similar proportions displayed for the contralateral hilus. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.00001. One-way ANOVA with Bonferroni post hoc correction; scale bar = 100 µm; sham *n* = 5; PTE^−^ *n* = 5; PTE^+^ *n* = 9. ns = not significant. Scale in low mag = 100 μm and high mag = 20 μm.

**Figure 6:**
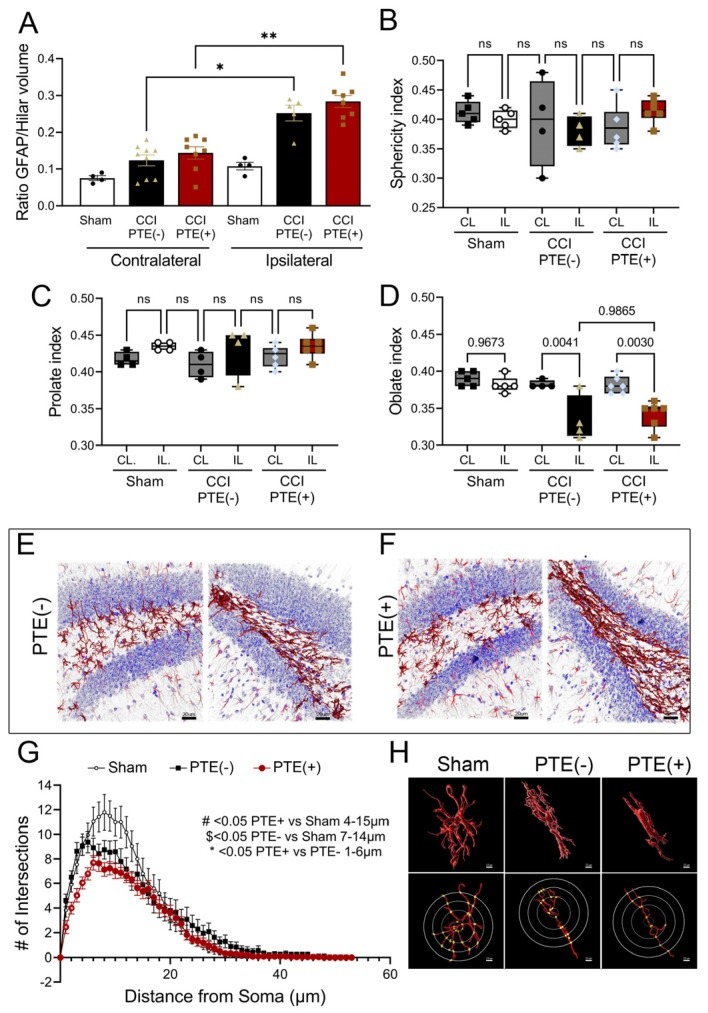
Alterations in hilar astrocyte morphology show distinct changes after CCI injury and reduced branching in PTE^+^ mice: (**A**) Quantified data displaying the ratio of hilar astrocyte coverage. CCI induced an increase in astrocytic coverage in the ipsilateral hilus of PTE^−^ (*p* = 0.03) and PTE^+^ mice (*p* = 0.02) compared to the corresponding contralateral hemisphere. (**B**–**D**) Morphological changes assessed using Imaris software analysis revealed no significant differences in sphericity (**B**) or prolation (**C**). Ipsilateral hilar astrocytes in PTE^+^ (*p* = 0.003) and PTE^−^ (*p* = 0.004) mice showed a reduction in the oblate index (**D**). (**E**,**F**) Representative 3D confocal max z-projected images from PTE^−^ and PTE^+^ hippocampi, respectively. (**G**) Sholl analysis comparing the ipsilateral hemispheres of sham, PTE ^+^, and PTE^−^ animals. PTE^+^ astrocytes showed a reduction in branching within 1 and 6 μm from the cell soma compared to PTE^−^ astrocytes (*p* < 0.05), and within 4 to 15 μm compared to sham astrocytes (*p* < 0.05). Astrocytes from PTE^+^ mice had reduced branching compared to those from sham mice within 2 to 12 μm from the soma (*p* < 0.05). (**H**) A 3D graphical representation of hilar astrocytes in Imaris, displaying an oblong shape and reduced cell processes in injured mice compared to sham mice. * *p* < 0.05; ** *p* < 0.01. One-way ANOVA with Bonferroni post hoc correction; *n* = 4–8/group. ns = not significant. Scale in H = 2.5 μm; E-F = 20 μm.

**Figure 7:**
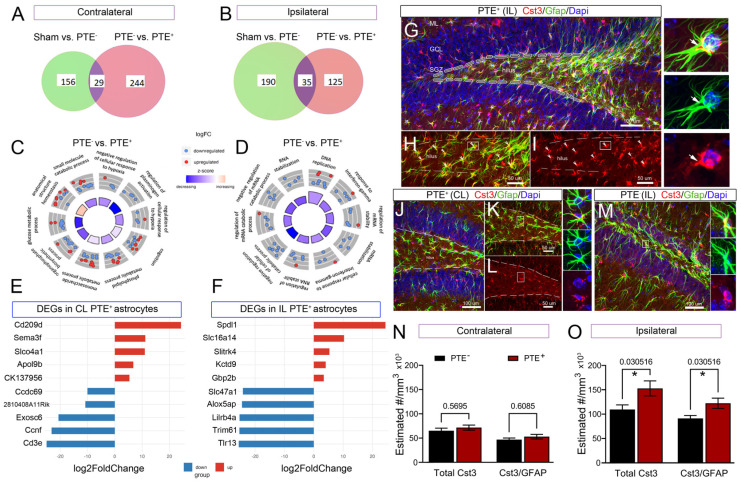
Transcriptomic analysis of hippocampal astrocytes demonstrates key differences in PTE^+^ mice: RNA sequencing was performed on purified astrocytes from the hippocampus. (**A**) Venn diagram DEGs between sham and injured mice in the contralateral hippocampus. (**B**) Venn diagram showing unique DEGs between comparisons in the ipsilateral hippocampus. (**C**,**D**) GO circle plots showing the top 10 gene ontology enrichment terms in PTE^−^ vs. PTE^+^ astrocytes from the hippocampus. These include GO terms associated with cellular response to hypoxia, cognition, and response to interferon-gamma. (**E**) Top 5 up- and downregulated genes in the contralateral and (**F**) ipsilateral PTE^+^ astrocytes compared to PTE^−^ astrocytes. Contralateral: *n* = 5 sham and PTE^+^; *n* = 10 PTE^−^. Ipsilateral: *n* = 5 sham, *n* = 4 PTE^+^, and *n* = 8 PTE^−^. (**G**–**I**) Representative micrographs of the PTE^+^ ipsilateral hilus, (**J**–**L**) PTE^+^ contralateral hilus, and (**M**) PTE^−^ ipsilateral hilus, immunostained against CST3, GFAP, and DAPI. (**H**,**I**) Magnified view of the hilus, showing co-labeling of CST3/GFAP astrocytes (arrowheads). Single-astrocyte micrographs reveal detailed co-localization of stained proteins in the soma of astrocytes. (**N**) Stereological cell counts of CST3^+^ cells and CST3/GFAP double-positives, showing no difference in the contralateral hemisphere of PTE^+^ compared to PTE^−^. (**O**) Ipsilateral hilus showing increased total numbers of CST3 (* *p* = 0.03) and CST3/GFAP (* *p* = 0.03) cells in PTE^+^ mice. CL = contralateral, IL = ipsilateral.

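Both comparisons of each Venn diagram use the PTE- libraries. By the criteria of the methods, 14 genes met them contralaterally both between PTE- and sham and between PTE+ and PTE-, and 13 did so ipsilaterally. All of these changed in opposite directions in the 2 comparisons. If the comparisons were independent, 1.39 and 0.740 shared genes would be expected. When the libraries were regrouped at random into groups of the same sizes, the median was 12 shared genes contralaterally (range 2 to 43 over 60 groupings) and 10 ipsilaterally (range 0 to 61). In 40 simulated data sets in which no gene changed, the median was 15.5 and 18.0. Those sets gave more genes in each comparison than the real groups, so their shared numbers are not directly comparable. Relative to the number expected if independent, the real overlap was 10.07-fold contralaterally and 17.57-fold ipsilaterally. The median was 5.7-fold and 7.74-fold in the regroupings, and 3.236-fold and 4.315-fold in the simulated sets. The simulation thus fell short of the real overlap on this scale. The alternative that moved the contralateral number most was limma voom with quality weights (95 genes), and DESeq2 moved the ipsilateral one most (55 genes).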

## Data Availability

The data presented in this study are available upon request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12091248/s1, Figure S1: Histological evaluation of injury severity after CCI; Figure S2: Immunofluorescence of GFAP and nestin staining in the DG. Table S1: Top 20 differentially expressed genes from PTE^+^ hippocampal astrocytes vs. PTE^−^. Table S2: Key gene that are differentially expressed in hippocampal PTE^+^ astrocytes.

How the deposited data were processed for this re-analysis (not part of the article)

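The data come from astrocytes isolated from the hippocampus of PTE+, PTE- and sham mice 4 months after CCI injury or sham surgery, with the contralateral and ipsilateral hippocampus of each mouse in separate libraries. The contralateral libraries number 20 (5 PTE+, 10 PTE- and 5 sham) and the ipsilateral ones 17 (4, 8 and 5). Each library's group and hemisphere were taken from the deposited sample labels, and no library was left out. The authors trimmed the reads with Trim Galore and obtained the expected counts of each gene, an estimated count with no normalization, with RSEM and bowtie2 on mm10. The authors also deposited TPM from the same RSEM run. The count tables hold whole numbers only, so they appear to have been rounded before deposit. The paper's text does not name the annotation release. The tables list 21975 Ensembl gene identifiers, and symbols, positions, lengths and biotypes were taken from the GENCODE annotation of GRCm38, the assembly of mm10. The alignments and the filtering of the reads could not be repeated from these tables. The paper's analysis used DESeq2, and its text does not give the groups in each fit.

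Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups, libraries were scaled by TMM, and the quasi-likelihood F test was applied to the contrasts of PTE+ with PTE-, PTE- with sham and PTE+ with sham, in a fit of all 3 groups of a hemisphere. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested in a comparison. The criteria of the methods were then applied to the same fit: an unadjusted p under 0.05, at least 1.2-fold, and a mean TPM above 5 in at least 1 of the 2 compared groups. The comparison of hemispheres within PTE- or sham mice and the interaction of PTE status with the hemisphere used the mice with both libraries, without and with the mouse as a replicate block. Single genes were also compared by exact permutation of the group labels on log2(CPM + 1). A library with at most 3 counts of a gene was taken to be at its counting limit. Where all libraries of a group were at this limit, the fold change was computed against the limit and is given as a lower bound.

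The genes named in the text were fixed before the data were examined: every gene the paper names, in the comparison for which it is named, and in each comparison up to 3 genes per direction with the smallest p among those with an adjusted p under 0.05 and a constant direction. Gene lists were also written at that time. They cover pan-reactive, A1 and A2 reactive astrocytes, the interferon-gamma response, the hypoxia response, glucose metabolism and mRNA stability. Others cover astrocytes, microglia, oligodendrocytes, neurons, endothelial cells, T cells, perivascular or infiltrating macrophages, ependymal cells or choroid plexus, immediate early genes and genes of the Y chromosome. Each list was tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with the adjustment over the 17 lists of a comparison, and again with fry and with an estimated correlation.

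The alternatives set at that time were RLE size factors in edgeR, no filter on low counts, the TPM filter before the test, the 2 compared groups alone, the prefix of the mouse's name (a8 or a9) as a covariate, protein-coding genes alone, another TPM or fold minimum (above 1, 1.5-fold), DESeq2 1.42.0, limma voom with quality weights, limma on log2(TPM + 1), and leaving out each library of the compared groups in turn. Added after the data had been seen were DESeq2 on the 2 compared groups alone and the number of detected genes as a covariate. Results over many genes were compared with 100 random splits of the same libraries into groups of the same sizes (28 for DESeq2), drawn with a fixed seed.

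The procedure was tested on simulated counts with the sizes and depths of the deposited libraries, in which 200 genes were changed. At a biological coefficient of variation of 0.4, edgeR recovered 99.5% of them in the contralateral and 100% in the ipsilateral design. At the spread of the real libraries it recovered 31.0% and 18.5%. Every planted change was larger than the fold change of Cst3, and only genes above a minimum of counts were changed. These percentages therefore do not hold for smaller changes or for genes with few counts. Whether the contralateral and ipsilateral libraries with the same mouse name pair was checked with the deviations of each library from its group. Their median correlation was 0.108 between the libraries of 1 mouse and 0 between different mice of a group (permutation p = 1e-04, the smallest that these permutations can give). No pair of libraries of a group was identical, and the lowest Spearman correlation between counts of libraries of a group was 0.443. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.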

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

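The rank of the far libraries in detected genes, and every test on the predicted genes Gm10800 and its relatives except those on the number of detected genes and on shared sequence, were chosen only after the results were seen.

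A single library lay far from the others of its group for 16 of the named genes and groups. The measure is Dixon's ratio, the gap to the nearest library divided by the range of the group, on log2(CPM + 1). Of 92 groups of values tested, 18 passed the 95% critical value. By chance 4.60 would do so if the values of each group followed a normal distribution. Some groups hold mostly values at or near 0, so this number is a rough guide only. In contralateral PTE+ libraries these were Map1b (ratio 0.760) and Sema3f (0.728), both low in mouse a8_17. In contralateral PTE- libraries they were Apol9b (0.878, mouse a9_12), Ccnf (0.531) and Exosc6 (0.629) in mouse a9_20, Ptn (0.471, mouse a9_15), Timp1 (0.591, mouse a8_11) and Vim (0.701, mouse a9_14). In the sham group they were Lcn2 (1.00, mouse a9_10), which only that library had above the counting limit, and the mean of the pan-reactive list (0.777, mouse a9_11). In ipsilateral PTE+ libraries Eml1 (0.850) was low in mouse a9_19. In ipsilateral PTE- libraries they were Alox5ap (0.566, mouse a9_16), Map1b (0.650), Map2 (0.689) and Vim (0.569) in mouse a8_11, and Sema3f (1.00) and Slitrk4 (0.771) in mouse a9_12. For 6 of the 16 genes the far library was the one with the fewest detected genes of its group, where 2.20 would be expected (permutation p = 0.033). Few detected genes in a library may therefore account for part of these values. It leaves the other genes open, and the differences between the mice of a group were not tested as a biological explanation.

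The difference between PTE- and sham libraries differed between the hemispheres for Cxcl10 and Vim. The ipsilateral minus the contralateral difference was 3.70 for Cxcl10 (exact permutation p = 0.0373) and 1.51 for Vim (exact permutation p = 0.0427), and neither passed the adjustment over the 5 values tested (adjusted p = 0.107). Ipsilateral Vim was highest in PTE- mouse a8_11, the library with the fewest detected genes, and with that library or any other left out its ipsilateral log2 fold change stayed between 1.04 and 2.28. With the number of detected genes as a covariate, the ipsilateral log2 fold change of Vim was 1.18. That of Cxcl10 went the other way, from 3.68 to 6.17 (edgeR p = 0.0177). Sequencing depth does not account for the small number of detected genes, because at equal depth the range of this number over the ipsilateral libraries was 99.9% of that in the deposited counts. For Cxcl10 the difference from sham was -1.997 contralaterally and 1.704 ipsilaterally, so a lower contralateral level in PTE- made up part of the value. For Vim the 2 differences were 0.053 and 1.562. A cortical impact on 1 side only is the biological explanation that the design gives for the ipsilateral part, and it may contribute. It stays open beside the loss of transcripts in single libraries.

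The predicted genes Gm10800, Gm10801, Gm10719, Gm10717, Gm11168, Gm17535 and Gm21738, which the paper does not discuss, were higher in contralateral libraries of injured mice than of sham mice. These 7 genes were chosen after their values were seen. Their summed CPM had a median of 42.7 in the 15 injured and 3.49 in the 5 sham libraries, a difference of 3.70 in mean log2 (exact permutation p = 0.0163), and 9 of the 15 lay above every sham library. In the ipsilateral libraries the difference was 0.62 (exact permutation p = 0.529), and sham mouse a8_16, at 130.0 CPM, lay far from the other sham libraries (ratio 0.745). The difference between the hemispheres was not tested. The genes rise and fall together (median Spearman rho 0.920 across contralateral libraries). The median share of 31-base words that a gene has in common with another of the 7 was 44.8%, and 3 of the genes share most of theirs, so reads shared between near-identical genes cannot be told apart from joint regulation without the reads. Libraries with few detected genes might be rich in such sequences. Within groups, the contralateral Spearman rho with the number of detected genes was -0.134 (permutation p = 0.572; Pearson r -0.139, permutation p = 0.556). That r was 0.153 without the 2 farthest libraries, 0.095 within prefix a8 and -0.224 within prefix a9. The ipsilateral rho was -0.625 (permutation p = 0.00877; Pearson r -0.619, permutation p = 0.00853, and -0.686 without the 2 farthest libraries). The contralateral libraries thus give no sign that few detected genes account for the difference, and are too few to exclude it. Over the 17 mice with both libraries the summed CPM of the hemispheres had a Pearson r of 0.819 (permutation p = 0.00015) and a Spearman rho of 0.618 (permutation p = 0.00989), 0.766 without the 2 farthest mice, 0.782 within prefix a8 and 0.744 within prefix a9. An effect of the injury on the whole brain also stays open, as does genomic DNA carried into the libraries, which was not tested.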

How the results depend on the processing

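DESeq2 on the 2 compared groups alone and the number of detected genes as a covariate were chosen only after the data were seen, as was the count of shared calls between settings. All other settings were chosen before the data were examined. For the results planned in advance, 604 values were obtained under other settings: 466 kept their direction and their side of the threshold, or lay within 1.5-fold of the count, 15 became weaker, 12 stronger, 31 reversed and 80 counts moved by more. Of 645 values of other single genes, 584 kept both, 26 became weaker, 27 stronger and 8 reversed. Unless a cause is named, the cause was not tested. The settings that left out libraries or genes have fewer of them by construction.

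The number of genes with an adjusted p under 0.05 between contralateral PTE+ and PTE- was 1, and it was 85 with DESeq2, 55 with DESeq2 on the 2 groups, and 0 with the prefix covariate, the detected-genes covariate, voom, log2(TPM + 1), and the mice with both hemispheres. It ranged from 0 to 1 across the 15 fits that each left out 1 library, and was 0 in 13. For PTE- against sham it was 0 contralaterally (226 genes at an unadjusted p under 0.05), 86 with DESeq2 and 54 with DESeq2 on the 2 groups. For PTE+ against sham it was 0 (180), 90 and 88. Ipsilaterally it was 0 between PTE+ and PTE- (261), 113 with DESeq2 and 74 with DESeq2 on the 2 groups. Between PTE- and sham it was 0 (236), 72 with DESeq2, 54 with DESeq2 on the 2 groups and 2 with voom, and between PTE+ and sham 0 (248), 94 and 52.

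By the criteria of the methods, contralateral PTE+ and PTE- differed in 185 genes, and in 346 with DESeq2 (84 higher), 323 with DESeq2 on the 2 groups, 702 with voom (409 higher) and 580 on log2(TPM + 1) (525 higher). DESeq2 called 176 of the 185 genes, each in the same direction. Between PTE- and sham the number was 110, and 193 with a mean TPM above 1, 279 with DESeq2, 250 with DESeq2 on the 2 groups, 330 with voom and 463 on log2(TPM + 1). Ipsilaterally, PTE+ and PTE- differed in 75 genes, and in 179 with a mean TPM above 1, 236 with DESeq2 (61 of the 75 among them), 183 with DESeq2 on the 2 groups, 43 with the 2 groups in edgeR, 48 with the prefix covariate, 321 with voom (207 higher), 359 on log2(TPM + 1) (266 higher) and 336 with the detected-genes covariate (294 higher). The more frequent direction was thus the opposite one under these last 3 settings. Across the 12 fits that each left out 1 library the number ranged from 36 (without PTE+ mouse a9_19) to 150 (without PTE+ mouse a9_17). Between PTE- and sham it was 147 (66 higher), and 326 with DESeq2, 226 with DESeq2 on the 2 groups, 509 with voom and 388 on log2(TPM + 1). It was 151 (93 higher) with RLE size factors, and ranged from 83 (without sham mouse a9_9) to 267 (without sham mouse a9_10).

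The number of genes that met the criteria in both hemispheres was 0, and 12 with DESeq2, 1 with the prefix covariate, 16 with voom, 3 with the mice that have both hemispheres, 5 with a mean TPM above 1 and 7 with DESeq2 on the 2 groups. The contralateral number shared with PTE- against sham was 14, and 53 with DESeq2, 7 with the 2 groups in edgeR, 95 with voom, 44 with a mean TPM above 1 and 48 with DESeq2 on the 2 groups. The ipsilateral number was 13, and 55, 4, 52, 24 and 38 under the same settings.

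Cst3 kept its direction under every setting. Its contralateral unadjusted p passed 0.05 with the prefix covariate (-0.69), voom (-0.92), the mice with both hemispheres (-0.88) and the detected-genes covariate (-0.75), and with each of 5 libraries left out (PTE+ mice a8_10 and a8_17, PTE- mice a9_14, a9_16 and a9_20). The adjusted p was at its lowest, 0.522, with voom. Over the fits without 1 library, its log2 fold change ranged from -0.84 (without PTE+ mouse a8_17) to -0.36 (without PTE- mouse a8_11). Ipsilaterally the p rose above 0.05 with DESeq2 on the 2 groups (-0.73), voom (-0.64) and each of 5 libraries left out, with a range over such fits from -0.88 to -0.50. Ipsilateral Map1b, at 0.12, was -0.0186 with the detected-genes covariate and 1.12 on log2(TPM + 1), and over the fits without 1 library it ranged from -0.0378 (without PTE- mouse a8_11) to 0.60. Ipsilateral Map2, at 0.53, was -0.24 with voom. Over such fits ipsilateral Sema3f ranged from -1.84 (without PTE+ mouse a8_10) to 10.31 (without PTE- mouse a9_12), ipsilateral Slc16a4 from -0.74 to 0.78, and contralateral Vim from -0.11 (without sham mouse a9_11) to 0.44.

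The medians of the lists near 0 changed sign readily. With the prefix covariate the contralateral pan-reactive median between PTE+ and PTE- was 0.0701 in place of -0.04, and the ipsilateral mRNA stability median 0.00214 in place of -0.11. With 1 library left out at a time, the contralateral medians ranged from -0.26 to 0.15 (pan-reactive), -0.0693 to 0.12 (hypoxia), -0.36 to 0.0751 (interferon-gamma), -0.21 to -0.0745 (glucose) and -0.25 to -0.11 (mRNA stability). Ipsilaterally they ranged from -1.35 to -0.12 (pan-reactive), -0.17 to 0.0765 (hypoxia), -0.51 to 0.18 (interferon-gamma) and -0.0734 to 0.0634 (glucose). The pan-reactive median ranged from -0.17 to 0.19 between contralateral PTE+ and sham, from 0.42 to 0.89 between ipsilateral PTE+ and sham, and from 0.76 (without PTE- mouse a9_13, adjusted p from camera = 0.0520) to 1.65 between ipsilateral PTE- and sham. Under fry or an estimated correlation that list (median 1.46) and the contralateral glucose list (-0.17) lost their adjusted p under 0.05. Of 102 tests of a list, 27 had an adjusted p under 0.05 with camera and 0 with fry or an estimated correlation. With 1 library left out at a time, the number with camera ranged from 15 to 28. Fry and camera differ in the correlation that they allow between genes and in the question asked. Camera compares a list with all other genes, and fry asks only whether the genes of the list change. The estimated correlation changes the correlation alone.

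Ipsilateral and contralateral libraries differed in 0 genes with an adjusted p under 0.05 in PTE- mice (182 at an unadjusted p under 0.05) and 0 in sham mice (83). DESeq2 gave 65 and 36 genes, and with the mouse as a replicate block 335 and 36. The interaction of PTE status with the hemisphere had 0 genes (336), 158 with DESeq2, and 0 with the block in edgeR.

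Thinned to the smallest library, 17 of 20 contralateral and 9 of 17 ipsilateral libraries changed by more than 100 detected genes. The range of detected genes between libraries stayed at 105.2% (contralateral) and 99.9% (ipsilateral) of that in the deposited counts. In data simulated with the spread of the real libraries, edgeR recovered 31.0% and 18.5% of the 200 changed genes. It called 62 contralateral and 38 ipsilateral genes there, more than in the real libraries. The spread between mice thus lowers the number of genes with an adjusted p under 0.05. The simulation cannot tell whether it accounts for the real number, because the true number of changed genes and the size of their changes are unknown. The planted changes were all larger than the fold change of Cst3.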

Differences from the paper's values

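The comparison with single genes the paper names was made after the values were seen; the measures of counts and of Cst3 were chosen before. Contralaterally 50 genes were higher in PTE+ by the criteria of the methods, against the paper's 77. Of the alternatives set before the data were examined, a mean TPM above 1, DESeq2 (84) and RLE size factors (55) came within 1.5-fold, as did 10 of the 15 fits without 1 library, and a minimum of 1.5-fold (48), the 2 groups in edgeR (43), the prefix covariate (48), voom (409), log2(TPM + 1) (525) and protein-coding genes alone (49) did not. DESeq2 on the 2 groups (82) and the detected-genes covariate (70), both chosen after seeing the values, also did. The total of 185 and the 135 lower genes lay within 1.5-fold of the paper's 273 and 196. With a mean TPM above 1 the total was 275.

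Ipsilaterally 75 genes met the criteria, against the paper's 160, with 11 higher against 25 and 64 lower against 135. For the total, a mean TPM above 1 (179), DESeq2 (236) and the fit without PTE+ mouse a9_17 (150) came within 1.5-fold, as did DESeq2 on the 2 groups (183), chosen after seeing the values. A minimum of 1.5-fold (74), RLE size factors (82), the 2 groups in edgeR (43), the prefix covariate (48), voom (321), log2(TPM + 1) (359), protein-coding genes alone (73) and the other 11 fits without 1 library did not. For the higher genes a mean TPM above 1 (33) and 4 of the 12 fits without 1 library did, with DESeq2 at 41. DESeq2 on the 2 groups gave 37, a setting chosen after seeing the values. For the lower genes a mean TPM above 1 (146), DESeq2 (195), voom (114), log2(TPM + 1) (93) and 2 of the 12 fits did, and so did DESeq2 on the 2 groups (146), chosen after seeing the values.

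The number of genes in both hemispheres was 0, against the paper's 1. Of the alternatives set before the data were examined, the prefix covariate gave 1 gene, which was Cst3. DESeq2 (12), voom (16), the mice with both hemispheres (3, Cst3 among them), a mean TPM above 1 (5), the 2 groups in edgeR (0) and a minimum of 1.5-fold (0) did not give 1, nor did DESeq2 on the 2 groups (7), chosen after seeing the values.

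Between PTE- and sham and between PTE+ and PTE-, the contralateral comparisons shared 14 genes, against about 29 in the paper's Fig. 7A, read by eye. None of the alternatives came within 1.5-fold of it: DESeq2 gave 53, voom 95, a mean TPM above 1 44, the 2 groups in edgeR 7, a minimum of 1.5-fold 12, and DESeq2 on the 2 groups, chosen after seeing the values, 48. The ipsilateral comparisons shared 13 genes, against about 35 in the paper's Fig. 7B, read by eye. Voom (52) and a mean TPM above 1 (24) came within 1.5-fold, as did DESeq2 on the 2 groups (38), chosen after seeing the values, and DESeq2 (55), the 2 groups in edgeR (4) and a minimum of 1.5-fold (13) did not. Contralaterally 96 genes differed between PTE- and sham alone, against about 160 in the paper's Fig. 7A, read by eye. DESeq2 (226), voom (235), a mean TPM above 1 (149) and DESeq2 on the 2 groups (202), chosen after seeing the values, came within 1.5-fold, and the 2 groups in edgeR (77) and a minimum of 1.5-fold (88) did not.

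The paper gives Cst3 as past its p threshold in both hemispheres. Here the contralateral unadjusted p was 0.0605 with edgeR and 0.0695 with DESeq2, and it passed 0.05 with the prefix covariate, voom, the mice with both hemispheres, 5 of the 15 fits without 1 library and the detected-genes covariate, the last chosen after seeing the values. The log2 fold changes of -0.68 and -0.70 stand beside the paper's -0.63 and -0.72. The paper names Slc16a4 among the genes most raised ipsilaterally in its text, where the log2 fold change was 0.22 (edgeR p = 0.925), and Slc16a14 in its Figure 7F, where the counts support at least 118-fold (edgeR p = 0.00146, exact permutation p = 0.0909). It lists Kctd9 and Gbp2b as raised ipsilaterally, and their edgeR p was 0.0601 and 0.120. Kctd9 passed 0.05 with DESeq2 (0.0304), log2(TPM + 1) (0.0300) and without PTE+ mouse a8_10. Gbp2b had 0.116 with DESeq2 and passed with the prefix covariate (0.0444), voom (0.0411) and log2(TPM + 1) (0.00204). Both passed with DESeq2 on the 2 groups (0.0176 and 0.0259) and with the detected-genes covariate, chosen after seeing the values. It counts Cxcl10 among the genes that differ between ipsilateral PTE- and sham, and its edgeR p was 0.109 here, and 0.0386 with DESeq2. With the detected-genes covariate, chosen after seeing the values, it was 0.0177.

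The paper names Cd209d, Slco4a1, Apol9b and Exosc6 contralaterally and Spdl1 and Slc47a1 ipsilaterally, which edgeR's filter on low counts left out. DESeq2 tested them: Cd209d, Exosc6, Spdl1 and Slc47a1 had adjusted p values of 1.18e-08, 4.7e-07, 1.58e-08 and 7.25e-08, and Slco4a1 and Apol9b unadjusted p values of 0.00227 and 0.0562. DESeq2 on the 2 groups, chosen after seeing the values, gave 0.0278 for Apol9b. The bars of the paper's Figure 7E,F reach about 24 for Cd209d and for Spdl1, read by eye. DESeq2 gave 24.27 and 24.91 for these, where the counts support at least 23.0-fold and 89.7-fold. The paper names Eml1, Map1b and Ptn as altered in PTE+ astrocytes. In the edgeR fit of 3 groups none had a p under 0.05 in either hemisphere, the lowest being 0.0578 for contralateral Map1b. Contralateral Map1b had 0.0507 with DESeq2 and passed 0.05 with voom (0.0125), log2(TPM + 1) (0.0478), the mice with both hemispheres (0.0124) and 3 of the 15 fits without 1 library. Contralateral Ptn and ipsilateral Eml1 passed with the 2 groups in edgeR (0.0374 and 0.0436), and Ptn without PTE+ mouse a8_17. Both also passed with DESeq2 on the 2 groups (0.0255 and 0.0192), chosen after seeing the values.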

Other observations

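The tests of the share of lower genes, of single libraries, of shared PTE- libraries, of GC content and length, of the name prefix, of the contralateral DESeq2 splits and of the correlations with the microglia list and of its level beside that of Cst3, and the random regroupings of the hemispheres, were chosen only after the results were seen.

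Random splits of the same libraries into groups of the same sizes, the real split included, show what the spread between mice gives by itself. Contralaterally, between PTE+ and PTE-, 69 of 100 splits gave at least 185 genes by the criteria of the methods (median 249), and 5 gave at least 1 gene with an adjusted p under 0.05. Ipsilaterally 83 of 100 gave at least 75 genes (median 121). Between PTE- and sham, 95 of 100 contralateral and 57 of 100 ipsilateral splits gave as many genes by the criteria. Where the real number of genes with an adjusted p under 0.05 was 0, all 100 splits reach it by necessity, so no split tests that result. With DESeq2 on the 2 compared groups, 22 of 28 splits gave as many genes contralaterally and 22 of 28 ipsilaterally. Log2 fold changes beyond 20 occurred in 4 contralateral and 6 ipsilateral genes, and 13 and 16 of the 28 splits had as many, so fold changes of that size are consistent with genes that have counts in few libraries and do not need a difference between the groups.

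For the medians of the lists, the number of splits in 100 with a median as far from 0 was, contralaterally between PTE+ and PTE-, 92 for the pan-reactive list, 68 for interferon-gamma, 91 for hypoxia, 28 for glucose metabolism, 22 for mRNA stability and 87 for microglia. Ipsilaterally it was 15, 60, 97, 81, 40 and 32 in the same order. For the pan-reactive list it was 36 between contralateral PTE- and sham, 97 between contralateral PTE+ and sham, 29 between ipsilateral PTE+ and sham, and 3 between ipsilateral PTE- and sham. The last is the one list result that few splits matched. A response to the injury in the ipsilateral hippocampus is a possible explanation of it, and the loss of transcripts in single libraries was not excluded.

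Of the ipsilateral genes by the criteria, 85.3% were lower in PTE+, and 1 of 100 splits gave as high a share in the smaller group. Without PTE- mouse a8_11, the library with the fewest detected genes, the share was 54.6%, while leaving out any other library gave between 69.5% and 92.3%. The share fell mainly because more genes were raised without that library, while the number of lower genes changed less. That 1 library is thus a candidate explanation of the low share of raised genes. The fall does not show that the lower genes came from it, although it was the highest for 45 of the 64. Contralaterally 73.0% were lower, 8 of 100 splits gave as high a share, and without PTE- mouse a9_20, the library with the fewest detected genes, the share was 74.0%, so that library does not account for it. Leaving out any other library gave between 62.0% (without PTE- mouse a8_11) and 75.9%.

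The GC content and transcript length of the genes that met the criteria were set beside those of random sets. The median GC content of the contralateral lower genes was 50.84% and that of the ipsilateral ones 52.52%, and their median transcript lengths were 2770 and 2429 bases. Each lay inside the 95% range of random sets of genes matched on expression, whose GC ranges were 49.3% to 52.1% and 48.1% to 52.8% and whose length ranges were 2708 to 3387 and 2408 to 3499 bases. The contralateral higher genes had a median length of 4089 bases, outside the range of their random sets (2494 to 3664), so a bias by length stays open for them. Their median GC content, 51.59%, and the values of the ipsilateral higher genes, 49.43% and 3873 bases, lay inside their ranges. RNA of microglia carried into the libraries could also lower genes where less of it is present. The microglia list had a median log2 fold change between PTE+ and PTE- of -0.14 contralaterally and -0.83 ipsilaterally. All 12 of its genes were tested in these astrocyte libraries, and no other list holds any of them. The ipsilateral adjusted p was 5.14e-08 with camera and 0.898 with fry, so the tests that allow for correlated genes leave this explanation open, and it cannot be told apart from chance here. None of the lower genes was on the list. Over all lists of immune cells, 1 contralateral and 0 ipsilateral lower genes were. Across libraries of a group, the contralateral lower genes had a median Spearman correlation of 0.002 with the list (random sets 0.023 to 0.158). That of the ipsilateral ones was 0.060 (random sets -0.087 to 0.090). These medians give no sign of such a source for the lower genes as a set. They cannot exclude it for single genes among them, because the list holds only 12 genes and a median hides a few.

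The same source was asked about for Cst3. Between PTE- and PTE+ the mean of Cst3 fell by 7495 TPM contralaterally and 6358 TPM ipsilaterally, while the list had a mean of 60.53 TPM contralaterally and 66.83 TPM ipsilaterally in PTE-. Contralaterally the mean of the list was higher in PTE+ (70.5 TPM), within its spread, and ipsilaterally it fell by 27.1 TPM. Such a source was expected beforehand to lower the list at least as far as Cst3, whose log2 fold changes were -0.68 and -0.70. Ipsilaterally the median of the list did so (-0.83) and contralaterally it did not (-0.14, with 5 of its 12 genes higher), and neither median was rare among splits of the libraries (87 and 32 of 100 as far from 0, contralaterally and ipsilaterally). Within groups Cst3 had a Spearman correlation with the list of 0.289 contralaterally and 0.228 ipsilaterally. RNA of microglia cannot be told apart from other explanations of Cst3, because the level of Cst3 beside these genes in microglia was not measured here. With the name prefix of the mice as a covariate the log2 fold changes of Cst3 were -0.690 and -0.645, so a difference between the prefixes does not account for them. The difference of Cst3 per mouse over both hemispheres (exact permutation p = 0.0626) leaves chance open.

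The number of genes that met the criteria in both hemispheres was 0, which all 100 sets of permuted PTE labels reach by necessity. The permutation therefore does not test whether the hemispheres share more genes than chance gives. It places 0 at the low end of the permuted numbers, since most label sets shared some genes. Of 60 random regroupings, 26 contralateral and 21 ipsilateral ones shared as many genes between PTE- against sham and PTE+ against PTE- as the real groups did. The overlap in the Venn diagrams could therefore come from the PTE- libraries that both comparisons use.

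The hemispheres were also compared within the groups, which the paper does not report. The real groups gave 0 genes with an adjusted p under 0.05, so all 60 regroupings of the PTE- mice, all 16 of the sham mice and all 60 for the interaction of PTE status with the hemisphere reach that number by necessity and test nothing. With the mouse as a block, so that the hemispheres are paired, 0 genes had an adjusted p under 0.05 in PTE- mice (126 at an unadjusted p under 0.05), 0 in sham mice (97) and 0 for the interaction (144).

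The other lists had the following median log2 fold changes between PTE+ and PTE-, contralateral and then ipsilateral: A1 reactive astrocytes 0.01 and 0.02, A2 reactive astrocytes -0.58 and -0.96, astrocytes -0.19 and 0.08, oligodendrocytes -0.01 and -0.83, neurons 1.28 and 0.33, endothelial cells 0.90 and 0.32, T cells -6.84 and -0.93, macrophages 2.08 and -0.75, ependymal cells or choroid plexus -0.34 and -1.36, immediate early genes -0.74 and -1.01, and genes of the Y chromosome 0.34 and 0.15. With genes at the counting limit set to their bound, the contralateral T cell value, over 2 genes, was -4.45. The pan-reactive values were -0.04 and -1.12. No list had an adjusted p under 0.05 with fry or with an estimated correlation.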
